# The identification and characterization of a plant height and grain length related gene *hfr131* in rice

**DOI:** 10.3389/fpls.2023.1152196

**Published:** 2023-03-24

**Authors:** Dengyong Lan, Liming Cao, Mingyu Liu, Fuying Ma, Peiwen Yan, Xinwei Zhang, Jian Hu, Fuan Niu, Shicong He, Jinhao Cui, Xinyu Yuan, Jinshui Yang, Ying Wang, Xiaojin Luo

**Keywords:** plant height, grain length, brassinosteroid, auxin, *OsARF17*, *OsBRI1*, rice

## Abstract

Plant height and grain size are important agronomic traits affecting rice yield. Various plant hormones participate in the regulation of plant height and grain size in rice. However, how these hormones cooperate to regulate plant height and grain size is poorly understood. In this study, we identified a brassinosteroid-related gene, *hfr131*, from an introgression line constructed using *Oryza longistaminata*, that caused brassinosteroid insensitivity and reduced plant height and grain length in rice. Further study showed that *hfr131* is a new allele of *OsBRI1* with a single-nucleotide polymorphism (G to A) in the coding region, leading to a T988I conversion at a conserved site of the kinase domain. By combining yeast one-hybrid assays, chromatin immunoprecipitation-quantitative PCR and gene expression quantification, we demonstrated that OsARF17, an auxin response factor, could bind to the promoter region of *HFR131* and positively regulated *HFR131* expression, thereby regulating the plant height and grain length, and influencing brassinosteroid sensitivity. Haplotype analysis showed that the consociation of *OsAFR17^Hap1^*/*HFR131^Hap6^* conferred an increase in grain length. Overall, this study identified *hfr131* as a new allele of *OsBRI1* that regulates plant height and grain length in rice, revealed that brassinosteroid and auxin might coordinate through *OsARF17*–*HFR131* interaction, and provided a potential breeding target for improvement of rice yield.

## Introduction

Rice is among the most important food crops worldwide, providing staple food for more than half of the world’s population (Qiao et al., 2021; Huang et al., 2022). However, the global population is growing rapidly and is forecast to attain 9.7 billion by 2050 and 10.4 billion by 2100 (Economic and Social Affairs, 2022). Furthermore, with ongoing economic development, the environment is deteriorating, and the arable land area is decreasing. Therefore, it is particularly important to increase the rice yield per unit land area to keep pace with the projected population growth (McClung, 2014).

Plant height and grain size are two important factors affecting rice yield. An excessively high or low plant height will affect rice yield. A plant that is too tall has poor lodging resistance, whereas if the plant is too short, the plant will produce smaller grains, an increased number of ineffective tillers, and have poor resistance to disease (Liu et al., 2018). Therefore, an appropriate plant height is essential to improve rice yield. This is comparable to the “Green Revolution” wave of semi-dwarf breeding in the 1960s, which doubled food production in much of the world (Hargrove and Cabanilla, 1979; Khush, 1999). The yield per plant of rice is directly affected by three factors: panicle number, number of grains per panicle, and thousand-grain weight. The thousand-grain weight is positively associated with grain size, including grain length, grain width, grain thickness, and degree of grain filling (Xing and Zhang, 2010). Thus, grain size is among the most agronomically important traits in rice breeding.

Plant hormones play crucial roles in the regulation of plant height and grain size in rice, among which brassinosteroids (BRs) are particularly important. Similar in structure to mammalian steroid hormones, BRs are a class of polyhydroxysteroid plant hormones and are involved in multiple biological processes in growth and development (Clouse, 2011). Many BR-related genes have been reported in rice, and most affect both plant height and grain size. The BR synthesis-associated mutants *brd2*, *d11*, *d2*, and *brd1* have a reduced plant height and grain size to different degrees (Mori et al., 2002; Hong et al., 2003; Hong et al., 2005; Tanabe et al., 2005). *OsBRI1*, the rice ortholog of *Arabidopsis BRI1*, encodes the receptor of BR in rice. Loss-of-function of *OsBRI1* results in dwarf culms, reduced grain size, erect leaves, and insensitivity to BR (Yamamuro et al., 2000; Morinaka et al., 2006). OsBAK1 interacts with OsBRI1 to promote BR signal transduction downstream. Overexpression of *OsBAK1* increases sensitivity to BR, however, reduces plant height and grain size, which may be caused by repressing GA level (Li et al., 2009; Tong et al., 2014). O*sGSK1*–*OsGSK4*, which are homologs of *AtBIN2*, belong to the GSK3-like kinase family and play an important role in the regulation of BR signaling (Yoo et al., 2006). Loss-of-function of one or several *OsGSK* genes has revealed that the *gsk2*, *gsk1,2*, *gsk2,3*, and *gsk2,4* mutants show increased plant height, whereas the *gsk2,3,4* mutant has decreased plant height and that of the *gsk1,2,3,4* mutant is not changed significantly. However, the grain length and thousand-grain weight of all types of mutants is significantly increased (Liu et al., 2021). The mutant or knockout lines of the BR-associated transcription factors *OsBZR1*, *OsLIC*, and *DLT*/*GS6* all show significant dwarfing; however, the grain size and yield of the mutant or knockout lines of *OsBZR1* and *OsLIC* are significantly decreased, whereas those of the *gs6* mutant are significantly increased (Bai et al., 2007; Wang et al., 2008; Tong et al., 2009; Sun et al., 2013; Zhu et al., 2015). Other BR regulators, such as *OsBU1* and *SG1*, are also involved in the regulation of plant height and grain shape (Tanaka et al., 2009; Nakagawa et al., 2011). BR plays an important role in the regulation of multiple phenotypes in rice, such as plant height, grain size, seed germination, etc, involved in complex molecular regulatory networks (Xiao et al., 2020; Niu et al., 2022; Xiong et al., 2022), which is worth of further study. In addition, multiple hormones regulate the plant height and grain size of rice, but how BR coordinates with other hormones requires further study.

In this study, we identified a gene, *HFR131*, that regulates plant height and grain length in rice. Further study of the *hfr131* mutant demonstrated that *hfr131* is a new allele of *OsBRI1*. The replacement of amino acids in the kinase domain of HFR131 caused dwarfing and reduced grain length in the near-isogenic line NIL-*hfr131*. The auxin response factor OsARF17 was found to regulate plant height and grain length through BR signaling by binding to the promoter of *HFR131* and thereby regulating its expression. In addition, the consociation of *OsAFR17^Hap1^*/*HFR131^Hap6^* was confirmed to increase the grain length.

## Materials and methods

### Plant materials and growth conditions

Using wild rice *Oryza longistaminata* as the donor parent (♀) and *indica* restorer rice ‘187R’, cultivated by Guangxi Academy of Agricultural Sciences, as the recipient parent (♂), the BC_4_F_1_ population was obtained through hybridization and backcrossing with 187R (♂) for four successive generations and the BC_4_F_4_ population was obtained by selfing the BC_4_F_1_ population for three successive generations. Then we identified the genotype of BC_4_F_4_ population with genetic markers and a set of introgression lines were constructed (**Figure 1A**). Among these lines, by phenotype identification, we identified an introgression line, IL-*hfr131*, that exhibited significantly reduced plant height, small grain size and erect leaf. The alleles in IL-*hfr131* and 187R were therefore designated *hfr131* and *HFR131*, respectively. Subsequently, we backcrossed IL-*hfr131* (♀) with its recurrent parent 187R (♂) for four successive generations and selfed for one generation, then identified the genotype of the offspring with genetic markers, obtaining a near-isogenic line, NIL-*hfr131*, with an introgression fragment on the long arm of chromosome 1 (**Supplementary Figure 1**). Next, NIL-*hfr131* was used to construct a F_2_ population comprising approximately 4000 plants for fine-mapping and phenotypic analysis (**Figure 1A**). The plant height (*n* = 13), leaf angle (*n* = 10), internode length (*n* = 13) and panicle length (*n* = 13) of 187R and NIL-*hfr131* were measured. For grain length, grain width and grain weight, each variable was measured on three groups with 50 seeds per group.

**Figure 1:**
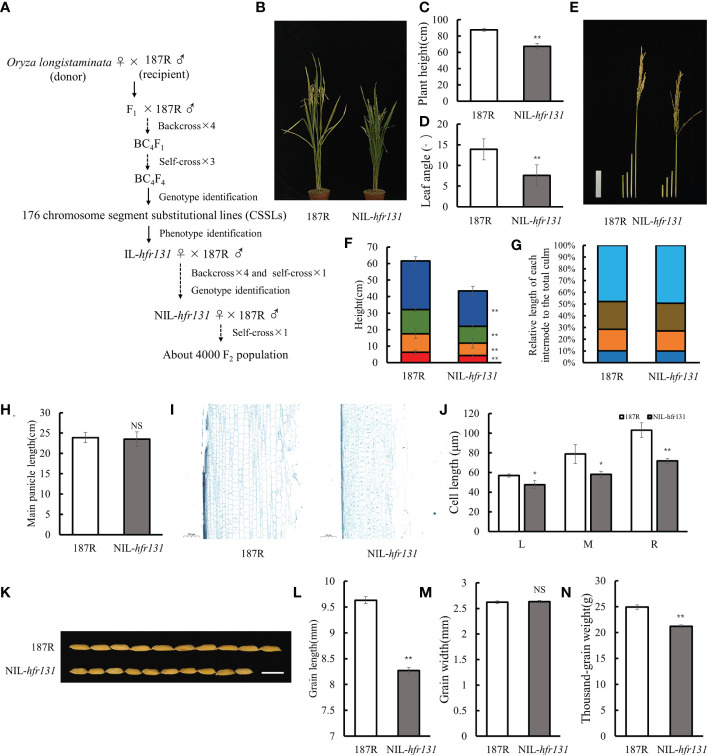
Phenotypes of rice ‘187R’ and NIL-*hfr131*. **(A)** Construction of infiltrating lines and F_2_ population. **(B–D)** Plant architecture, plant height, and the third leaf angle of 187R and NIL-*hfr131*. **(E–G)** Internode morphology (bar = 10 cm), internode length, and internode elongation pattern of 187R and NIL-*hfr131*. **(H)** Panicle length of 187R and NIL-*hfr131*. **(I, J)** Longitudinal sections of the stem and internode cell length (L, M, and R refer to the left, middle, and right side of the section, respectively) of 187R and NIL-*hfr131* (bar = 200 μm). **(K–N)** Grain morphology (bar = 1 cm), grain length, grain width, and thousand-grain weight of 187R and NIL-*hfr131*. * *P* < 0.05, ** *P* < 0.01, NS non-significant.

All rice materials in this study were planted in Shanghai (31°20′26″ N, 121°30′26″ E) in summer and in Hainan (18°18′52″ N, 109°03′05″ E) in winter. Standard field management practices were applied for all lines.

### Histological analysis

The second internode of rice stems was sampled and fixed with 50% FAA solution (50 mL anhydrous ethanol, 10 mL 37% formaldehyde, 5 mL glacial acetic acid, 35 mL ddH_2_O). Histological sections of the samples were prepared by the Wuhan Misp Biotechnology Co., Ltd. (Wuhan, China). The internode cell length of the left, middle, and right side of the section were measured and three layers of cells were measured in each region.

### BR treatment

Rice seeds were cultured in 0.5% agar semi-solid medium containing 0 or 1 μM/L 24-epibrassinolide (24-eBL) (Zhang et al., 2015), which is commonly used to test the responsiveness of plants to BR, for 1 week in a greenhouse at 26 °C under shading. The coleoptile length and root length were then measured (*n* = 10). The change in root length was calculated as a measure of the degree of inhibition of root elongation (*n* = 10) using the following formula: (root length with 1 μM/L 24-eBL treatment − root length without 24-eBL treatment)/root length without 24-eBL treatment.

### Map-based cloning

Total DNA was extracted from leaf samples. The corresponding markers were amplified by PCR, and the PCR products were separated by polyacrylamide gel vertical electrophoresis. The primers used for fine mapping are listed in **Supplementary Table 3**.

### RNA isolation and quantitative real-time PCR

Total RNA from rice samples was extracted using the FastPure^®^ Plant Total RNA Isolation Kit (Vazyme, Nanjing, China). First-strand cDNA was generated by reverse transcription using the PrimeScript™ RT Reagent Kit (Takara, Otsu, Japan). Quantitative real-time PCR (qPCR) was conducted using TB Green Premix Ex Taq II (Tli RNaseH Plus) (Takara) and a CFX96 Real-Time PCR Detection system (Bio-Rad, Hercules, CA, USA). The reactions were conducted with 40 cycles of 95°C for 5 s and 60°C for 30 s. Melting curves were prepared and analyzed. *OsActin* or *OsUBQ5* was used as an internal reference gene. Three biological replicates were performed for each sample. The primers used are listed in **Supplementary Table 3**.

### Dual-luciferase reporter assay

The promoter fragment of *HFR131* in the same region of 187R (3500 bp) and NIL-*hfr131* (3067 bp) was cloned and inserted into the *pGreenII 0800-LUC* vector using seamless cloning technology to construct the recombinant vectors *proHFR131-LUC* and *prohfr131-LUC*. Seeds of rice ‘9311’ were germinated on wet napkins at 37 °C for 14 days. The stem of the seedlings was cut into thin slices and protoplasts were prepared by hydrolyzing the cell walls with cellulase and macerozyme. The recombinant vectors were transferred into the ‘9311’ protoplasts using 40% polyethylene glycol solution and cultured at 28 °C for 12–16 h. The protoplast lysate was collected and the promoter activity of the *HFR131* promoter was tested using the Dual-Luciferase^®^ Reporter Assay System (Promega, Madison, WI, USA) and a Synergy™ 2 Multi-Mode Reader (BioTek, Winooski, VT, USA). The activation efficiency of luciferase was expressed as the ratio of firefly luciferase (LUC) to *Renilla* luciferase (REN); the higher the ratio, the stronger the promoter activity. Three technical replicates were performed for each sample. The primers used are listed in **Supplementary Table 3**.

### Transcriptome analysis

Total RNA was extracted from young panicles (*n* = 3) before heading date of 187R and NIL-*hfr131* using the FastPure^®^ Plant Total RNA Isolation Kit (Vazyme). The extracted RNA was used as the template for construction of cDNA libraries, which were sequenced using a MGI MGISEQ-2000 platform by Sangon Biotech (Shanghai, China). The relative gene expression level was calculated and normalized to fragments per kilobase of transcript per million mapped reads. Differentially expressed genes (DEGs) were annotated and classified according to their putative or proven function. The transcriptome datasets were submitted to the GEO database as accession nos. GSE224118.

### Construction of transformation lines

Overexpression lines of *HFR131* were based on the NIL-*hfr131* mutant background. For the coding sequences (CDSs) of *OsARF17* and the promoter sequences of *HFR131* in ‘ZH11’ and 187R were consistent, respectively, and ZH11 had high seed setting rate, which helped us investigate the phenotype of the grains well, we construct *OsARF17* knockout and overexpression lines based on ZH11 background. CRISPR/Cas9 knockout lines of *OsARF17* were generated by BIOGLE GeneTech (Jiangsu, China), and the target sequence was 5′- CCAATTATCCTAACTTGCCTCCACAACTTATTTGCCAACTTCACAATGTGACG-3′. All knockout lines of the target sequence were cloned by PCR and sequenced. Regarding the overexpression lines, the CDSs of *OsARF17* (LOC_Os06g46410.1) and *HFR131* (LOC_Os01g52050.1) were cloned and inserted into the *PCHF-FLAG* vector to construct the overexpression vectors *CaMV35-OsARF17-FLAG* and *CaMV35S-HFR131-FLAG* using a seamless cloning technique. *CaMV35S-OsARF17-FLAG* was transformed by BIOGLE GeneTech and *CaMV35S-HFR131-FLAG* was transformed by BioRun (Wuhan, China). All transformed lines were verified by qPCR, and eight biological replicates were performed for *OsARF17* overexpression lines (T_2_ generation) and three technical replicates were performed for *HFR131* overexpression lines (T_0_ generation). The primers used are listed in **Supplementary Table 3**. The plant height, grain length and grain width of transformation lines were measured. Ten biological replicates were performed for T_3_ generation of *OsARF17* knockout lines and T_2_ generation of *OsARF17* overexpression lines. For the grain length and thousand-grain weight of T_0_ generation of *HFR131* overexpression lines, each variable was measured on three groups with 20 seeds per group.

### Yeast one-hybrid assay

Eight 150–300 bp DNA fragments containing an auxin response element (AuxRE) in the 3500 bp promoter region of *HFR131* were cloned and inserted into the *pAbAi* vector. The recombinant vectors were transferred into the yeast strain Y1H Gold, and cultured and screened on SD−Ura solid medium. The positive clones were detected by colony PCR using the primers Y1-test and pAbAi (**Supplementary Table 3**). The positive colonies were diluted and cultured in SD−Ura solid medium containing aureobasidin A (ABA^r^) at different concentrations ranging from 0 to 1000 ng/ml. The culture with the optimal concentration of ABA^r^ was selected to eliminate self-activation. The CDS of *OsARF17* was cloned by PCR and inserted into the *pGADT7* vector to construct the *AD-ARF17* recombinant vector, which was transformed into yeast Y1H Gold containing one of the DNA fragments mentioned above. The transformed Y1H Gold cells were cultured on SD−Leu solid medium containing the selected ABA^r^ concentration. The empty *pGADT7* vector, *KAD*, was transformed as a negative control. The Yeastmaker Yeast Transformation System 2 (Clontech) was used following the manufacturer’s instructions. The primers used are listed in **Supplementary Table 3**.

### ChIP-qPCR

Approximately 2.5 g rice seeds were weighed, soaked in water at 37 °C for 24 h, and then sown in nutrient soil 48 h after germination. The seeds were incubated at 26 °C for 14 days and then used for chromatin immunoprecipitation–quantitative real-time PCR (ChIP-qPCR). The experimental procedure followed the method of Wang et al. (Wang et al., 2018). The antibody used in this study was the FLAG antibody and the magnetic beads used were protein A/G magnetic beads. *OsActin* was used as an internal standard for data normalization. Three technical replicates were performed for each sample. The primers used are listed in **Supplementary Table 3**.

### Haplotype analysis

A haplotype network for *HFR131* and *OsARF17* based on pairwise differences between two adjacent gene–CDS–haplotypes (gcHaps) was constructed using the pegas R package. The gcHaps data used for building the network were downloaded from the Rice Functional Genomics and Breeding (RFGB) database (https://www.rmbreeding.cn). The 3K Phenotype data were downloaded from RFGB (https://www.rmbreeding.cn/Phenotype). One-way analysis of variance (ANOVA) of the gcHap data was conducted for three agronomic traits (plant height, grain length, and thousand-grain weight), followed by Duncan’s multiple-range test for multiple comparisons using the R package agricolae (v.1.3-5). Two-way ANOVA of the gcHaps data was conducted for analysis of grain length, followed by Duncan’s multiple-range test for multiple comparisons using the R package agricolae (v.1.3-5). The probability level *P* < 0.05 was considered to be statistically significant. The multiple comparisons and the distribution of gcHaps among the five major populations, *Aus*, *Bas*, *XI*, *GJ* and *Adm*, were visualized using the R package ggplot2 (v.3.4.0) as boxplots and stacked barplots. The single-nucleotide polymorphism (SNP) dataset used for calculation of nucleotide diversity (π) and Tajima’s *D* was downloaded from the Rice SNP-Seek Database (https://snp-seek.irri.org/_download.zul). Nucleotide diversity (π) at each window in the target region was estimated using VCFtools (v.0.1.15) with the “–window-pi” and “–window-pi-step” options, and the average value was used as its *p*-value. Tajima’s *D* for the target region was calculated using VCFtools (v.0.1.15) with the “–TajimaD” option.

## Results

### The near-isogenic line NIL-*hfr131* exhibited reduced plant height and grain length

Compared with cultivated rice, wild rice has a larger gene pool, which allows adaptation to different environments and is a valuable resource for gene functional research in rice. In this study, we identified an introgression line, IL-*hfr131*, with significantly reduced plant height and grain size using wild rice *Oryza longistaminata* as the donor parent (♀) and *indica* restorer rice 187R as the recipient parent (♂) (**Figure 1A**), and further constructed a near-isogenic line, NIL-*hfr131*, containing the gene *hfr131* (**Supplementary Figure 1**). Subsequently, a F_2_ population containing approximately 4000 plants was constructed using NIL-*hfr131* (♀) and 187R (♂) (**Figure 1A**).

Phenotypic investigation showed that the ratio of dwarf and small-grained plants to high and big-grained plants in the F_2_ population was close to 1:3, indicating that *hfr131* was a recessive gene. Compared with 187R, NIL-*hfr131* showed a dwarf plant height accompanied by erect leaves (**Figures 1B–D**). To determine the direct cause of the plant height reduction, we measured the length of the first four internodes (counting the internode directly connected to the panicle as the first internode) and the panicle length of 187R and NIL-*hfr131*. The results showed that each internode of NIL-*hfr131* was significantly shortened to equal proportions (**Figures 1E–G**). However, there was no significant difference in panicle length between 187R and NIL-*hfr131* (**Figure 1H**), indicating that the reduced plant height of NIL-*hfr131* was caused by the equally proportional shortening of the internodes. The length of the internode is directly related to the growth and development of the internode cells. To further clarify the mechanism of internode shortening of NIL-*hfr131*, longitudinal sections of the internodes of NIL-*hfr131* and 187R were prepared. The results showed that the stem cell length of NIL-*hfr131* was significantly shortened both externally and internally (**Figures 1I, J**), indicating that the reduced internode length of NIL-*hfr131* was mainly caused by shortening of the cell length in the stem. Although the panicle length of NIL-*hfr131* was not changed significantly, the grain size was significantly decreased. Compared with 187R, the grain length and thousand-grain weight of NIL-*hfr131* were significantly decreased, but there was no significant difference in grain width (**Figures 1K–N**). Taken together, these results showed that the reduced plant height and grain size of NIL-*hfr131* was caused by shortening of the internodes and grain length, respectively.

### NIL-*hfr131* is insensitive to brassinosteroid

Given that NIL-*hfr131* plants were reduced in height and had erect leaves, which is similar to the mutant phenotype of genes associated with the BR synthesis and signaling pathways (Hong et al., 2005; Nakamura et al., 2006; Tong et al., 2009), we speculated that *HFR131* may be involved in the BR synthesis or signaling pathways. To test this hypothesis, we conducted a BR treatment assay. The results showed that the coleoptile length of 187R was significantly increased after 24-eBL treatment, whereas NIL-*hfr131* showed no significant change (**Figures 2A, B**). Furthermore, after 24-eBL treatment, the root length of 187R was extremely reduced (**Figure 2A**). Although the root of NIL-*hfr131* also showed significant shortening, the inhibitory effect of 24-eBL on NIL-*hfr131* was weaker than on 187R (**Figures 2A–C**). In conclusion, NIL-*hfr131* was insensitive to BR, suggesting that *HFR131* was involved in the BR signaling pathway rather than the BR synthesis pathway.

**Figure 2:**
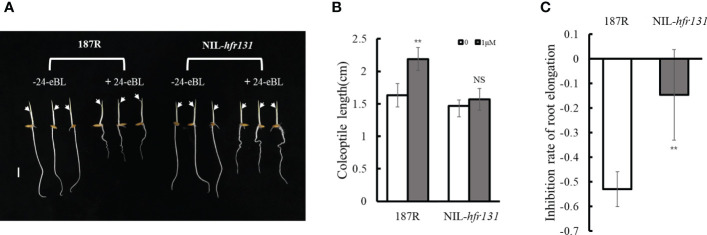
Responses of rice ‘187R’ and NIL-*hfr131* to 24-epibrassinolide (24-eBL). **(A)** Effect of 24-eBL on coleoptile and root elongation in seedlings. The arrows indicate the top of the coleoptile. Bar = 1 cm. **(B)** Coleoptile length of 187R and NIL-*hfr131* seedlings in the presence or absence of 1 μM/L 24-eBL. **(C)** Inhibition of root elongation of 187R and NIL-*hfr131* in response to 1 μM/L 24-eBL. ** *P* < 0.01, NS non-significant.

### *hfr131* is a new allele of *OsBRI1*

To map the location of the *HFR131* locus, we constructed two pools comprising 36 dwarf small-grained plants (DS; recessive plants) and 36 tall large-grained plants (HB; dominant plants), selected from the F_2_ population, and analyzed the two pools using simple sequence repeat (SSR) markers distributed on chromosome 1. The markers RM1297 and RM5931 showed polymorphism between the pools, and exhibited markedly different banding patterns between recessive individuals and dominant individuals (**Supplementary Figure 2**), indicating the two markers were closely linked to *HFR131*. Combining these two markers and neighboring SSR markers for further analysis, we preliminarily narrowed the effective locus to the interval between markers RM5931 and RM1152 (**Figure 3A**).

**Figure 3:**
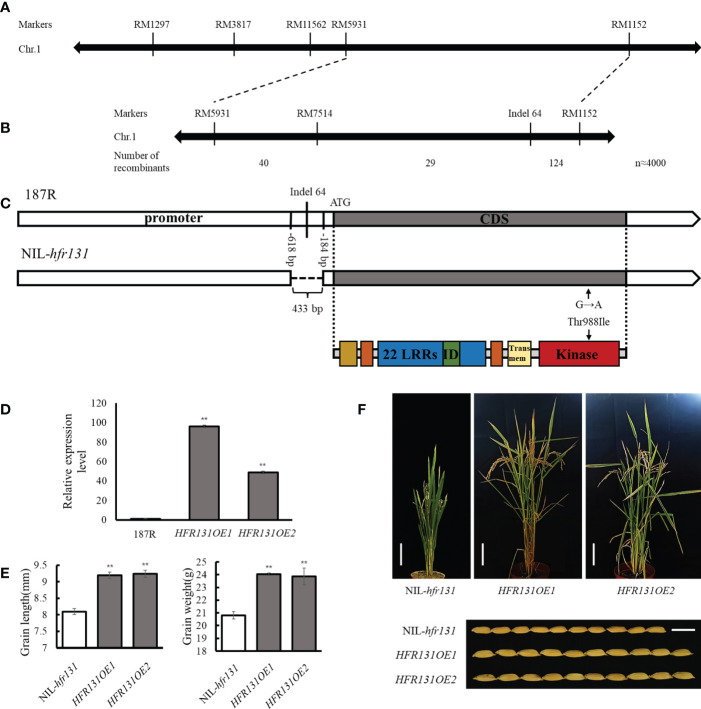
Identification of *HFR131*. **(A)** Linkage map of *HFR131*. **(B)** Fine mapping of *HFR131* using almost 4000 F_2_ plants. The number of recombinants between adjacent markers is indicated under the linkage map. **(C)** Gene structure of *OsBRI1* in rice ‘187R’ and NIL-*hfr131*, and the corresponding protein structure redrawn from Nakamura et al. (Nakamura et al., 2006). Positions of the 433 bp deletion are presented by base number before the ATG. **(D)** Transgene expression level of *OsBRI1*/*HFR131*. *OsActin* was used as an internal reference. **(E)** Grain length and thousand-grain weight of NIL-*hfr131* and *HFR131* overexpression lines (T_0_ generation). **(F)** Plant architecture (Bar = 10 cm) and grain morphology (Bar = 1 cm) of NIL-*hfr131* and *HFR131* overexpression lines (T_0_ generation). The plant height of NIL-*hfr131*, *HFR131OE1* and *HFR131OE2* is 50.9 cm, 68 cm and 66 cm, respectively. ** *P* < 0.01.

To fine map *HFR131*, we used RM5931 and RM1152 to screen 926 recessive plants selected from the F_2_ population of almost 4000 plants, and 193 recombinants were identified. The SSR marker RM7514, located between RM5931 and RM1152, was used to analyze the 193 recombinants. The *HFR131* locus was located in the region between RM7514 and RM1152. In addition, Indel 64 was designed based on sequence differences between 187R and NIL-*hfr131*, and was found to co-segregate with NIL-*hfr131* (**Figure 3B**), indicating that *HFR131* was located at or adjacent to the site of Indel 64. From a BLAST search of the National Center for Biotechnology Information databases (https://www.ncbi.nlm.nih.gov/), we found that Indel 64 was located in the promoter region of *OsBRI1*, implying that *OsBRI1* may be the candidate gene for *HFR131*.

We then sequenced the promoter and coding regions of *OsBRI1* of 187R and NIL-*hfr131*. Two main mutant sites were found. One mutation was a 433 bp deletion in the promoter region, and the other was a SNP (G to A transition) in the coding region, converting threonine to isoleucine at position 988 in the kinase domain of OsBRI1 (**Figure 3C**). These results indicated that *HFR131* may be *OsBRI1*.

To investigate whether *OsBRI1* correspond to the phenotypic change in NIL-*hfr131*, we overexpressed the wild-type *OsBRI1*, cloned from 187R, in NIL-*hfr131* (**Figure 3D**). The results showed that, compared with NIL-*hfr131*, the plant height, leaf angle, grain length, and thousand-grain weight of the overexpression lines (*HFR131OE1* and *HFR131OE2*) were significantly increased (**Figures 3E, F**), indicating that *HFR131* is *OsBRI1* and that *hfr131* is a new allele of *OsBRI1*.

### Amino acid non-synonymous substitution in the HFR131 kinase domain resulted in the reduction of plant height and grain length

Given that there were two mutation sites in *hfr131*, to determine which of the sites (the SNP in the coding region or the 433 bp deletion in the promoter region) was responsible for the height reduction and short grain length of NIL-*hfr131*, we first detected the expression levels of *HFR131* in the stem and leaf of 187R and NIL-*hfr131* by qPCR. Deletion of large fragments in the promoter region often leads to a significant reduction in the gene transcript level, resulting in abnormal gene function. Interestingly, compared with 187R, expression levels of *HFR131* in the stem and leaf of NIL-*hfr131* were not decreased, but in both were up-regulated significantly (**Figure 4A**). To further verify whether the 433 bp deletion in the *HFR131* promoter enhanced the promoter activity, we conducted a dual-luciferase reporter assay. We constructed two recombinant vectors, *proHFR131-LUC* and *prohfr131-LUC*, and transferred them into rice protoplasts. The empty vector was transferred as a negative control. The results showed that the luciferase activation efficiency of the *prohfr131-LUC* construct was significantly higher than that of the *proHFR131-LUC* construct (**Figure 4B**). This result suggested that the 433 bp deletion in the *HFR131* promoter region did enhance the promoter activity.

**Figure 4:**
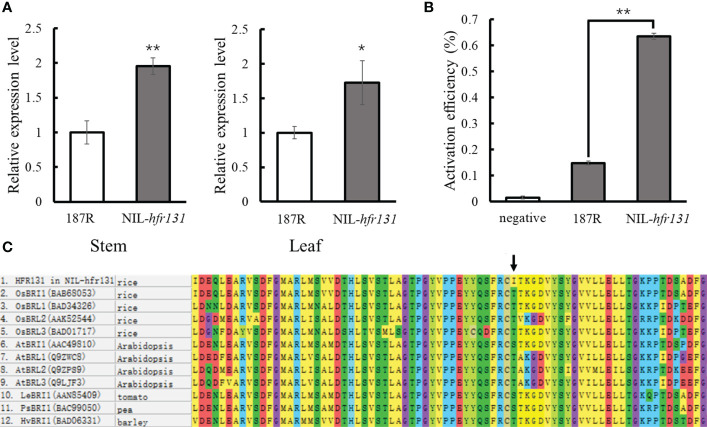
Analysis of the effective mutation site. **(A)** Expression level of *HFR131* in the stem and leaf of 187R and NIL-*hfr131*. **(B)** Detection of promoter activity. Activation efficiency was calculated as LUC/REN. **(C)** Alignment of a portion of the kinase domain of *Arabidopsis thaliana*, rice, tomato, pea, and barley BRI family members. The arrow indicates the mutation site. * *P* < 0.05, ** *P* < 0.01.

To determine which mutation site was the direct factor causing the phenotypic effects of NIL-*hfr131*, we considered the following three points. First, *hfr131* is a recessive gene. Generally, an increase in the expression of a recessive gene does not cause phenotypic effects. Second, we compared the amino acid sequence of HFR131 in NIL-*hfr131* with homologous proteins of *Arabidopsis*, rice, tomato, pea, and barley, and found that the threonine at position 988 of HFR131 is highly conserved (**Figure 4C**). The mutation site is located in the kinase domain of HFR131, a domain critical to BR signal transduction. However, the amino acid at position 988 of HFR131 was changed to isoleucine in NIL-*hfr131*, a residue with a quite different structure and physical properties to threonine, implying that this site was the target site causing the phenotypic change of NIL-*hfr131*. Third, the overexpression of *HFR131* in NIL-*hfr131* resulted in a significant increase in plant height and grain length (**Figures 3E, F**), indicating that the increased expression level caused by the deletion of 433 dp in the promoter region of *HFR131* was not the direct cause of the decrease in plant height and grain length of NIL-*hfr131*. In conclusion, the amino acid non-synonymous substitution in the kinase domain of HFR131 was the effective site that led to the decrease in plant height and grain length.

To determine how *hfr131* affects plant height and grain length, we selected young panicles before heading date of NIL-*hfr131* and 187R for transcriptome analysis and 2444 differentially expressed genes (DEGs) were detected. 

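The transcriptome comparison used RNA-seq, in which messenger RNA is copied into cDNA, sequenced and assigned to genes. Young panicles before heading were taken from the *indica* restorer line that served as the recipient parent of the introgression, and from NIL-*hfr131*, the near-isogenic line that carries *hfr131* from *Oryza longistaminata*, with 3 libraries of each line. The restorer line is referred to as the recipient parent. The authors deposited 1 value per gene and library in TPM, the share of a library's transcripts that come from a gene after correction for gene length. The methods name FPKM, a related unit that is scaled by mapped reads, whereas the deposited values and Supplementary Table 1 are in TPM. The values summed to 1000000 in every library over 42189 listed genes, so the sequencing depth is not kept in them and is unknown, and no counting error can be given. Of the listed genes, 11670 were at 0 in all 6 libraries. For the tests, the 21531 genes with a mean TPM of at least 1 over the 6 libraries were kept, 1 was added to each TPM value, and log2 values were compared between the lines with limma, with *P* values adjusted by the Benjamini-Hochberg method. Fold changes are therefore on the log2(TPM + 1) scale, which understates the change of weakly expressed genes. The tests were two-sided, and a positive log2 fold change is a higher level in NIL-*hfr131*.

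*OsBRI1* (LOC_Os01g52050), the gene that differs by its allele between the lines, was read first. Its level was 63.5, 58.7 and 66.7 TPM in recipient parent replicates 1, 2 and 3, and 68.7, 71.5 and 117 TPM in NIL-*hfr131* replicates 1, 2 and 3. The log2 fold change was 0.40 with a standard error of 0.21 (adjusted p = 0.685, limma), and it was 0.15 without NIL-*hfr131* replicate 3. Expression values do not show which allele a library carries, so the labels of the lines were not tested by this gene.

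NIL-*hfr131* replicate 3 lay apart from the other libraries. Across genes, its log2 values had Pearson correlations of 0.916 to 0.937 with the other 5 libraries, whereas those 5 had correlations of 0.982 to 0.991 with one another. The first principal component, with 69.7% of the variance, separated this library from the rest, and the second, with 13.3%, separated the recipient parent from the other NIL-*hfr131* libraries. In NIL-*hfr131* replicate 3, 2899 genes differed by more than 1 on the log2 scale from the mean of the other 5 libraries, compared with 103 to 169 genes in each of the other libraries.

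**Figure D1:**
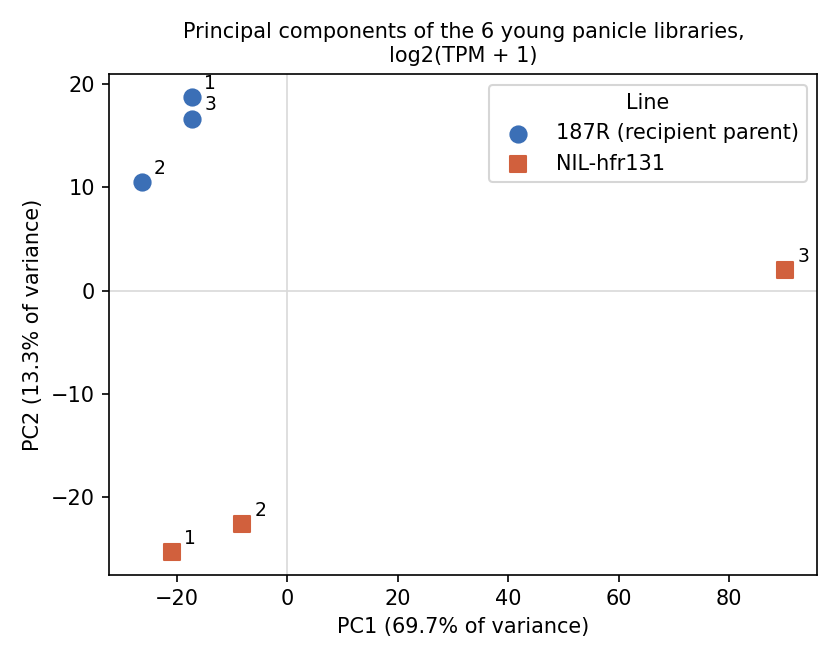
Principal component analysis of the log2(TPM + 1) values of 21531 genes in young panicles, with the first component on the x axis and the second on the y axis, both in units of component score. Circles are the 3 libraries of the recipient parent, squares are the 3 libraries of NIL-*hfr131*, and the digits are replicate numbers; NIL-*hfr131* replicate 3 lies at 90.2 on the first component, and the other 5 libraries lie between -26.4 and -8.16.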

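At an adjusted *P* under 0.05, 66 of the 21531 tested genes were DEGs, with 54 higher and 12 lower in NIL-*hfr131* than in the recipient parent. At an unadjusted *P* under 0.05, 1799 genes passed, with 871 higher and 928 lower, where chance alone gives 1077. The ranges of the lines did not overlap in 3994 genes, which is 18.55% of those tested, where chance gives 10%. NIL-*hfr131* replicate 3 had a large effect on the count. Without it, 384 genes had an adjusted *P* under 0.05, of which 278 were higher and 106 lower in NIL-*hfr131*, and they included 65 of the 66 DEGs. Leaving out any 1 of the other libraries gave 13 to 28 DEGs. The alternative that moved the count most was limma's array weights, with 6940 genes, but the estimation of these weights did not converge, and they ranged from 0.062 for NIL-*hfr131* replicate 3 to 28.7 for NIL-*hfr131* replicate 2.

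Among the DEGs whose ranges did not overlap, the largest rise on the log2(TPM + 1) scale was in LOC_Os10g05720 on chromosome 10. Its level was 221 ± 13.8 TPM in NIL-*hfr131* and 6.26 ± 1.69 TPM in the recipient parent (SD, n = 3 libraries per line), a log2 fold change of 4.96 (standard error 0.18; adjusted p = 0.000172, limma). LOC_Os01g43430 on chromosome 1 was listed at 0, 0 and 0.244 TPM in the recipient parent and at 30.6, 25.7 and 14.7 TPM in NIL-*hfr131*. The largest falls were in LOC_Os01g44100, at 43.6, 44.0 and 48.8 TPM in the recipient parent and listed at 0 in every NIL-*hfr131* library, and in LOC_Os01g15520, at 40.9, 41.8 and 44.3 TPM in the recipient parent and 0.361, 0 and 0 TPM in NIL-*hfr131*. The log2 fold changes of these 3 genes were 4.46, -5.54 and -5.29. Their size and order depend on the pseudocount, and with 0.1 they were 7.23, -8.83 and -7.99, against 5.15 for LOC_Os10g05720. All 3 lie on chromosome 1, which also carries *OsBRI1*. Their locus numbers, which rise along the chromosome, are 8620, 7950 and 36530 below that of *OsBRI1*. All 3 are thus outside the main window of 5000 locus numbers tested around *OsBRI1*.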

Among the DEGs, we found that the expression levels of *D2*, *D11*, and *BRD1*, which are associated with BR synthesis, were significantly increased (**Supplementary Table 1**), which was consistent with the hypothesis of Yamamuro et al. (2000) that plants could compensate for the defects caused by decreased BR sensitivity by increasing BR synthesis. 

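*D2* (LOC_Os01g10040, chromosome 1) had a level of 19.1 ± 3.35 TPM in NIL-*hfr131* and 13.7 ± 1.77 TPM in the recipient parent (SD, n = 3 libraries per line). Its log2 fold change was 0.45 (standard error 0.17; adjusted p = 0.548, limma). *D11* (LOC_Os04g39430, chromosome 4) rose the most of the BR synthesis genes, from 21.0 ± 0.423 TPM in the recipient parent to 44.1 ± 8.11 TPM in NIL-*hfr131*, with a log2 fold change of 1.02 (standard error 0.15; adjusted p = 0.0655, limma). Without NIL-*hfr131* replicate 3, which had the highest *D11* level at 53.4 TPM, the log2 fold change of *D11* was 0.88 (adjusted p = 0.00285, limma). Over the alternatives other than array weights, whose estimation did not converge, the adjusted *P* of *D11* ranged from 0.00285 to 0.423. With median-of-ratios factors and with quantile normalization, the adjusted *P* of *D11* was 0.0296 and 0.0330. *BRD1* (LOC_Os03g40540, chromosome 3) was at 43.9 ± 12.5 TPM in NIL-*hfr131* and 28.1 ± 1.59 TPM in the recipient parent. Its log2 fold change of 0.59 (standard error 0.20; adjusted p = 0.489, limma) fell to 0.38 without NIL-*hfr131* replicate 3. For each of these 3 genes, every NIL-*hfr131* library was higher than every library of the recipient parent. An exact permutation test of 3 against 3 libraries cannot give a *P* value under 0.1.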

We also observed that genes associated with plant height and grain size showed a significant change in expression level. The positive regulators of grain length *GS2* (Hu et al., 2015) and *OsLG3* (Yu et al., 2017) were significantly down-regulated. 

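The level of *GS2* (LOC_Os02g47280, chromosome 2) was 14.6 ± 0.993 TPM in NIL-*hfr131* and 20.5 ± 4.61 TPM in the recipient parent (SD, n = 3). The log2 fold change was -0.44 (standard error 0.18; adjusted p = 0.571, limma), and it was -0.27 without recipient parent replicate 1, which had the highest level at 25.7 TPM. *OsLG3* (LOC_Os03g08470, chromosome 3) was measured at 17.9 ± 0.458 TPM in NIL-*hfr131* and 25.5 ± 1.23 TPM in the recipient parent, a log2 fold change of -0.49 (standard error 0.11; adjusted p = 0.254, limma). When NIL-*hfr131* replicate 3 was left out, the log2 fold change of *OsLG3* was -0.47 and passed the threshold (adjusted p = 0.0484, limma). The adjusted *P* of *OsLG3* ranged from 0.0484 to 0.904 over the alternatives other than array weights. All 3 NIL-*hfr131* libraries were below all 3 libraries of the recipient parent for both genes.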

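*OML4* (LOC_Os02g31290, chromosome 2) was at 77.5, 69.0 and 73.9 TPM in recipient parent replicates 1, 2 and 3. In NIL-*hfr131* it was at 71.9 and 88.5 TPM in replicates 1 and 2 and at 234 TPM in replicate 3, so the ranges of the lines overlapped. The log2 fold change was 0.63 (standard error 0.41; adjusted p = 0.694, limma). Without NIL-*hfr131* replicate 3 it was 0.12 with a standard error of 0.11, within the spread between replicates. *OsREM4.1* (LOC_Os07g38170, chromosome 7) did not depend on that library, with 48.0 ± 2.27 TPM in NIL-*hfr131* and 33.9 ± 4.75 TPM in the recipient parent (SD, n = 3). For this gene the log2 fold change was 0.50 (standard error 0.13; adjusted p = 0.344, limma), and it stayed between 0.42 and 0.60 when each library was left out in turn.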

The negative regulators of plant height and grain length *OML4* (Lyu et al., 2020) and *OsREM4.1* (Gui et al., 2016) were significantly up-regulated. 

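*OsAP2-39* (LOC_Os04g52090, chromosome 4) was at 163 ± 1.68 TPM in NIL-*hfr131* and 101 ± 3.50 TPM in the recipient parent (SD, n = 3). Its log2 fold change was 0.68 (standard error 0.095; adjusted p = 0.0555, limma). The adjusted *P* was 0.00724 without NIL-*hfr131* replicate 3 and 0.0473 without a filter on low values, and it ranged from 0.00724 to 0.439 over the alternatives other than array weights. *OsCYP96B4* (LOC_Os03g04680, chromosome 3) was at 10.0 ± 1.19 TPM in NIL-*hfr131* and 6.64 ± 0.634 TPM in the recipient parent, with a log2 fold change of 0.53 (standard error 0.15; adjusted p = 0.382, limma). *LHD2* (LOC_Os01g68000, chromosome 1) was close to the lower end of the measured values. It was listed at 0.0771, 0.0348 and 0.0975 TPM in recipient parent replicates 1, 2 and 3 and at 0 in all 3 NIL-*hfr131* libraries, so it was below the minimum mean TPM of 1 and was not tested in the main fit. Without the filter, the log2 fold change of *LHD2* on the log2(TPM + 1) scale was -0.097 (standard error 0.040; adjusted p = 0.614, limma).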

The expression level of *OsAP2-39* (Yaish et al., 2010) and *OsCYP96B4* (Ramamoorthy et al., 2011), elevating whose expression level would result in dwarf plant height, was significantly upregulated, whereas the expression of *LHD2* (Xiong et al., 2006), a positive regulator of plant height, was significantly decreased (**Supplementary Table 1**). These genes may be the response genes downstream of *HFR131* involved in regulating plant height and grain length.

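Of the 7 genes of Supplementary Table 1 that the study relates to plant height and grain size, 6 were tested. Their absolute log2 fold changes ranged from 0.44 to 0.68, and in 5 of them the ranges of the lines did not overlap. The study chose these genes on the same libraries, so this is not independent evidence. None of the 6 passed an adjusted *P* under 0.05 over all genes tested, and 5 passed at an unadjusted *P* under 0.05. The adjusted threshold was passed by 2 of them without NIL-*hfr131* replicate 3. A gene that did not pass is not shown to be unchanged. The genes were compared between a near-isogenic line and its recipient parent, which measures a difference in level and not the order of the genes in a pathway.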

In addition, hormone-related genes were differentially expressed; for example, the gibberellin (GA)-related gene *OsGA2ox10* (Lo et al., 2008) was significantly up-regulated and the auxin-related genes *OsPIN1d*, *OsPIN8*, and *OsAUX2* (Wang et al., 2009; Yu et al., 2015) were significantly down-regulated (**Supplementary Table 1**), indicating that *HFR131* regulated plant height and grain length by coordinating with other hormones.

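*OsGA2ox10* (LOC_Os05g11810, chromosome 5) was weakly expressed, at 1.72 ± 0.162 TPM in NIL-*hfr131* and 0.987 ± 0.207 TPM in the recipient parent (SD, n = 3). The log2 fold change was 0.45 on the log2(TPM + 1) scale (standard error 0.16; adjusted p = 0.523, limma), and the log2 ratio of the mean TPM values was 0.80. *OsPIN1d* (LOC_Os12g04000, chromosome 12) was at 2.07 ± 0.384 TPM in NIL-*hfr131* and 3.02 ± 0.238 TPM in the recipient parent, with a log2 fold change of -0.40 (standard error 0.16; adjusted p = 0.584, limma). *OsPIN8* (LOC_Os01g51780, chromosome 1) was at 4.52 ± 0.460 TPM in NIL-*hfr131* and 6.60 ± 0.974 TPM in the recipient parent, with a log2 fold change of -0.46 (standard error 0.16; adjusted p = 0.514, limma). The locus number of *OsPIN8* is 270 below that of *OsBRI1* on the same chromosome, within the window around *OsBRI1* that was tested. *OsAUX2* (LOC_Os03g14080, chromosome 3) was at 9.36 ± 1.17 TPM in NIL-*hfr131* and 14.0 ± 1.17 TPM in the recipient parent, with a log2 fold change of -0.54 (standard error 0.14; adjusted p = 0.344, limma). In these 4 genes, the ranges of the lines did not overlap.

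Over the whole of Supplementary Table 1, 13 of the 14 genes were tested, and all 13 changed in the direction the paper marks. At an adjusted *P* under 0.05 over all genes tested, 0 of the 13 passed, at an unadjusted *P* under 0.05, 12 passed, and 12 passed when adjusted over the list alone. In simulated data with 1 spread per gene in all libraries, 31 of 100 genes changed by 1 on the log2 scale were called. The absolute log2 fold changes of the 13 genes were 0.40 to 1.02, so a gene that did not pass is not shown to be unchanged. The study chose these genes on the same libraries, so the count over the list is not independent evidence. The paper relates the higher level of BR synthesis genes to an earlier hypothesis that plants offset lower sensitivity to BR by making more BR, and it takes the changes of the GA and auxin genes as a sign of coordination of *HFR131* with other hormones.

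**Figure D2:**
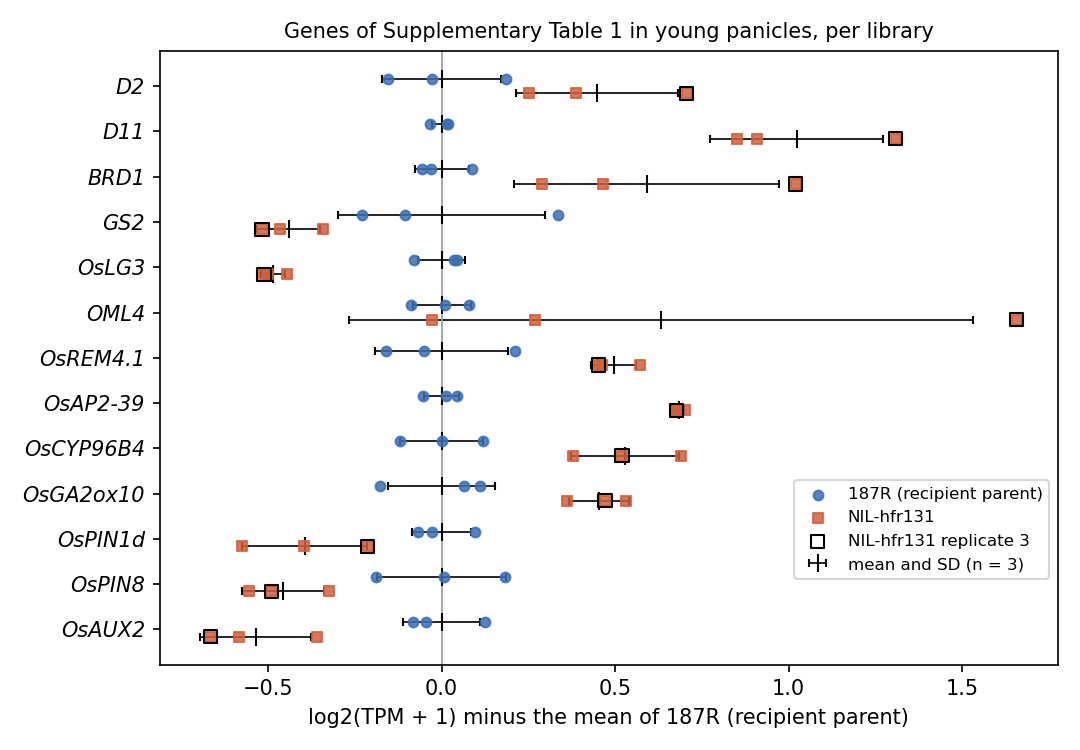
Expression of the 13 tested genes of Supplementary Table 1 in young panicles, with the log2(TPM + 1) value of each library minus the mean of the recipient parent on the x axis and 1 gene per line on the y axis. Circles are the recipient parent, squares are NIL-*hfr131*, black outlines mark NIL-*hfr131* replicate 3, and bars give the mean and SD of 3 libraries; for *OML4* the bar of NIL-*hfr131* spans the values of the recipient parent.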

### *OsARF17* is involved in the regulation of plant height and grain length by the BR signaling pathway through regulating the expression of *HFR131*

*OsARF17* plays an important role in the regulation of rice architecture, such as leaf angle and tiller angle (Chen et al., 2018; Li et al., 2020; Huang et al., 2021), suggesting that *OsARF17* may be an important target gene in rice breeding. However, whether *OsARF17* is also involved in the regulation of plant height and grain size, two important agronomic traits, has not been reported. It has been reported that *OsARF11* and *OsARF19* can regulate the expression of *OsBRI1* (Sakamoto et al., 2013; Zhang et al., 2015), so we speculated that *OsARF17* may regulate plant height and grain size through *HFR131*.

We constructed two *OsARF17* knockout (*KO1* and *KO2*) and overexpression lines (*OE1* and *OE2*), respectively (**Figures 5A, B**). Phenotypic observation showed that *OsARF17* knockout lines were significantly reduced in plant height compared with ZH11, but *OsARF17* overexpression lines did not show the opposite phenotype (**Figures 5C, D**), which may be related to the interaction of OsARF17 with other proteins in the ARF family, such as OsARF19, whose overexpression lines showed a reduced plant height (Zhang et al., 2015). Whatever, this result showed that *OsARF17* was necessary for the maintenance of plant height in rice. Compared with ZH11, the *OsARF17* knockout lines had significantly shorter grains and decreased thousand-grain weight, whereas *OsARF17* overexpression lines had significantly longer grains and increased thousand-grain weight (**Figures 5E–G**). These results suggested that *OsARF17* affected both plant height and grain length, which was similar to *HFR131*, indicating that *OsARF17* may regulate plant height and grain length through *HFR131*.

**Figure 5:**
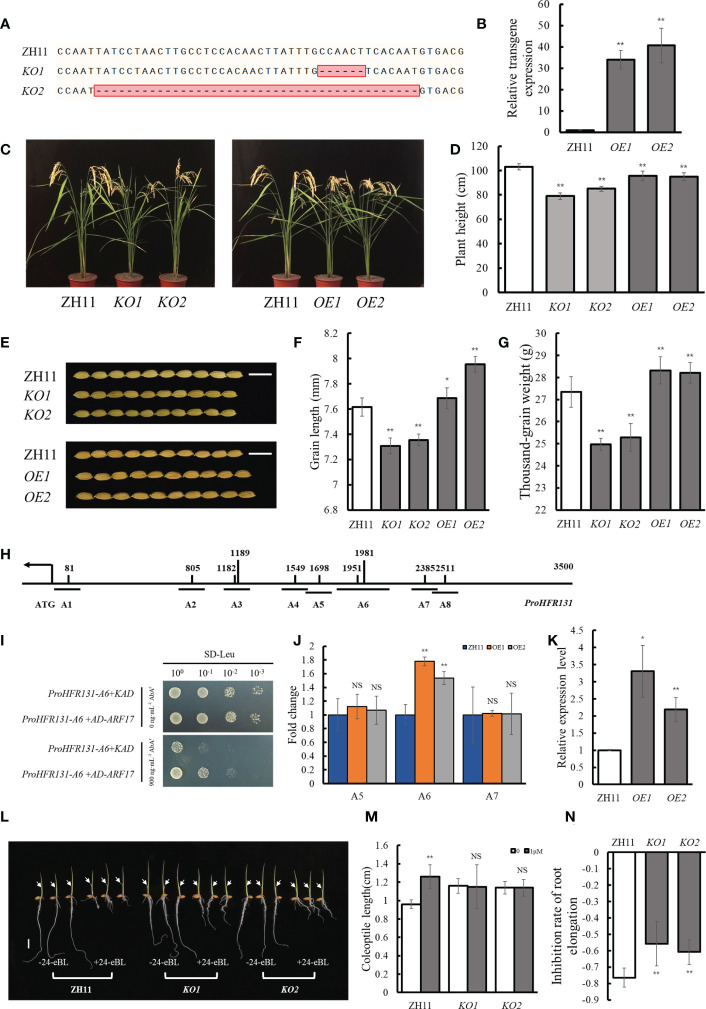
Relationship between *OsARF17* and *HFR131*. **(A)** Target site in the *OsARF17* sequence of rice ‘ZH11’ in the *OsARF17* knockout lines. **(B)** Transgene expression level of *OsARF17*. *OsActin* was used as an internal reference. **(C, D)** Plant architecture and plant height of *OsARF17* knockout lines and overexpression lines. **(E)** Grain morphology of *OsARF17* knockout lines and overexpression lines. Bar = 1 cm. **(F, G)** Grain length and thousand-grain weight of *OsARF17* knockout lines and overexpression lines. **(H)** Positions of 10 auxin response elements in the *HFR131* promoter. **(I)** Yeast one-hybrid assays to detect interaction between OsARF17 and the promoter of *HFR131*. **(J)** ChIP-qPCR analysis to detect interaction between OsARF17 and the promoter of *HFR131*. Fold change is relative to ZH11. *OsActin* was used as an internal reference. A5, A6, and A7 corresponding to the fragments indicated in **Figure 5A**. **(K)** Relative expression level of *HFR131* in *OsARF17* overexpression lines. *OsUBQ5* was used as an internal reference. **(L)** Effect of 24-eBL on coleoptile and root elongation in seedlings. The arrows indicate the top of the coleoptile. Bar = 1 cm. **(M)** Coleoptile length of ZH11 and *OsARF17* knockout-line seedlings in the presence or absence of 1 μM/L 24- epibrassinolide (24-eBL). **(N)** Inhibition of root elongation in ZH11 and *OsARF17* knockout lines under 1 μM/L 24-eBL treatment. * *P* < 0.05, ** *P* < 0.01, NS non-significant.

To verify whether *OsARF17* can regulate *HFR131*, we searched for TGTCT(A/C)C auxin response elements (AuxREs), which are bound by auxin response factors (ARFs) and confer auxin responsiveness (Wang et al., 2007; Shen et al., 2010), within 3500 bp region of *HFR131* promoter and 10 AuxREs were found (**Figure 5H**). We divided the 10 AuxREs into eight fragments with lengths of 150–300 bp (A1–A8) (**Figure 5H**) and verified by yeast one-hybrid assay and ChIP-qPCR. The yeast one-hybrid assay showed that yeast co-transformed with *ProHFR131-A6* and *AD-ARF17* grew strongly in the selective medium, whereas yeast co-transformed with *ProHFR131-A6* and *KAD* grew weakly (**Figure 5I**). The ChIP-qPCR analysis showed that the A6 fragment of the *HFR131* promoter was significantly enriched in the two overexpressed lines (**Figure 5J**). These results indicated that OsARF17 could bind to the A6 fragment of the *HFR131* promoter. A qPCR analysis revealed that the expression level of *HFR131* was significantly increased in *OsARF17* overexpression lines compared with that of the control ZH11 (**Figure 5K**). These results showed that OsARF17 could bind to the promoter of *HFR131* and positively regulated the expression of *HFR131*.

To further verify whether *OsARF17* was involved in the regulation of *HFR131*, we conducted a BR treatment assay. The results showed that, after treatment with 1 μM/L 24-eBL, root elongation was inhibited more slightly in *OsARF17* knockout lines than in the control ZH11. The length of the coleoptile of ZH11 was significantly increased, whereas no significant change was observed in the *OsARF17* knockout lines (**Figures 5L–N**), indicating that plant sensitivity to BR was decreased after *OsARF17* knockout. These results indicated that *OsARF17* was involved in BR response.

Based on these results, we concluded that OsARF17 could regulate plant height and grain length through regulating the expression of *HFR131*, that *OsARF17* may participate in BR response through *HFR131*, and that *OsARF17*–*HFR131* interaction provides a bridge for communication between auxin and BR.

### Evolutionary correlation analysis of *HFR131* and *OsARF17*

To further understand the relationship between *HFR131* and *OsARF17* in regulating plant height and grain length, we downloaded the gcHap data for *HFR131* and *OsARF17* from the RFGB and conducted a haplotype analysis. Eight major Haps (≥30 rice accessions) (Zhang et al., 2021) were resolved based on 20 SNPs distributed among the CDS region and the 3′ untranslated region of *HFR131*, and a haplotype network was constructed (**Figures 6A, B**). *Xian*/*Indica* (*XI*) accessions predominantly harbored Hap1, Hap4, Hap7, and Hap8, whereas *Geng*/*Japonica* (*GJ*) accessions predominantly carried Hap2, Hap3, and Hap6, indicating that there was a strong *XI*–*GJ* differentiation of *HFR131* Haps (**Figures 6B, C**). Nucleotide diversity (π) among different populations revealed that *GJ* harbored higher diversity than *XI*, not only in the gene region of *HFR131*, but also in the ~500 kb upstream/downstream regions of *HFR131* (**Figure 6D**). Furthermore, *HFR131* has not evolved neutrally; the gene was subject to balancing selection in *GJ*, and directional selection or population expansion in *XI* (**Figure 6E**), which indicated that *HFR131* may have contributed to *XI* domestication.

**Figure 6:**
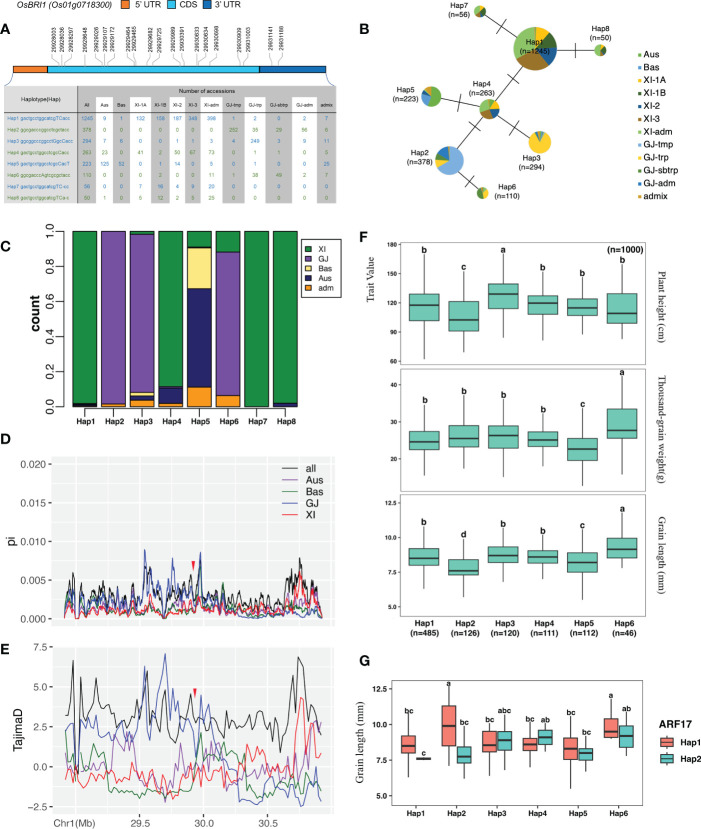
Haplotype analysis of *HFR131* and *OsARF17*. **(A)** Haplotypes of *HFR131*/*OsBRI1*. An uppercase letter in the haplotype sequence indicates a nonsynonymous mutation compared with Hap2. **(B)** Evolutionary network of *HFR131* haplotypes. **(C)** Frequency of *HFR131* haplotypes among subgroups of rice accessions. **(D, E)** Nucleotide diversity (π) and Tajima’s *D* for ∼1 Mb genomic region flanking *HFR131*. The red arrow indicates the position of *HFR131*. **(F)** Distribution of plant height, grain length, and thousand-grain weight among rice accessions with different *HFR131* haplotypes. **(G)** Grain length of rice accessions with different haplotypes of *HFR131* and *OsARF17 Aus*, *Bas*, *XI*, and *GJ* refer to different subgroups of rice and *Adm* (*admix*) is a fully mixed group. *XI-1A*, *XI-1B*, *XI-2*, *XI-3*, and *XI-adm* belong to the *XI* group. *GJ-tmp*, *GJ-trp*, *GJ-sbtrp*, and *GJ-adm* belong to the *GJ* group. Different letters on the boxplots indicate statistically significant differences at *P* < 0.05 based on Duncan’s multiple range test.

We then investigated the potential associations of major Haps with plant height, grain length, and thousand-grain weight by one-way ANOVA followed by Duncan’s multiple-range tests. Hap3 was associated with the highest average plant height (127.64 ± 18.21 cm), whereas Hap2 was associated with the shortest average plant height (106.18 ± 21.3 cm). Both grain length and thousand-grain weight showed low and high values in Hap5 and Hap6, respectively, inferring that the thousand-grain weight of Hap5 and Hap6 was mainly determined by grain length. Hap7 and Hap8 were not included in the haplotype–trait analysis because the samples with phenotype data for the selected traits were too small (nine and four, respectively) (**Figure 6F**).

As a regulator of *HFR131*, we chose two major haplotypes (Hap1 and Hap2) of *OsARF17* (≥600 rice accessions) to further investigate its influence on *HFR131*. *OsARF17^Hap1^* and *OsARF17^Hap2^* were present in 2680 rice accessions and also showed an unequal distribution between *XI* and *GJ* (**Supplementary Figure 3A**). *OsARF17^Hap1^* was present mostly in *XI*, whereas *OsARF17^Hap2^* was predominantly in *GJ*, especially in *GJ-tmp* (*GJ* from East Asian temperate) and *GJ-trp* (GJ from Southeast Asian tropical) accessions (**Supplementary Figures 3A, B**). We performed two-way ANOVA followed by Duncan’s multiple-range test to determine the consociation between *HFR131* and *OsARF17*, and we observed that a significant consociation only existed when considering grain length. Both *HFR131^Hap2^/OsARF17^Hap1^* and *HFR131^Hap6^/OsARF17^Hap1^* showed an “a” level in multiple comparisons with long grain length (**Figure 6G**). However, the *HFR131^Hap2^/OsARF17^Hap1^* group consisted of only two samples and the grain length of these two samples was divergent (12.7 mm and 7.1 mm, respectively). The grain length of *HFR131^Hap6^* and *OsARF17^Hap1^* was 9.391 mm and 8.567 mm, respectively; however, the grain length of *HFR131^Hap6^/OsARF17^Hap1^* increased to 9.9 mm (**Figure 6G**, **Supplementary Figure 3C**), revealing that the consociation of *OsAFR17^Hap1^*/*HFR131^Hap6^* conferred a longer grain length, and thus improved rice yield.

## Discussion

### The mutation of conserved amino acid in the kinase domain defects the function of *OsBRI1*

In *Arabidopsis thaliana*, BRI1 is a receptor of BR, containing a leucine-rich repeat (LRR) domain, a transmembrane domain, and a kinase domain, of which the kinase domain is crucial for the transduction of BR signals (Li and Chory, 1997). BR binds to the extracellular LRR domain of BRI1, and induces association and transphosphorylation between the kinase domains of BRI1 and the co-receptor kinase BAK1. BRI1 activates BAK1 by phosphorylating the activation loop of BAK1, and BAK1 phosphorylates the juxtamembrane and kinase domains of BRI1 to enhance BRI1 signaling in turn. The BR signal is then transmitted downstream (Wang et al., 2012). It has been reported that OsBRI1 and OsBAK1 have a similar structure and function to BRI1 and BAK1, respectively (Yamamuro et al., 2000; Song et al., 2008; Li et al., 2009). In rice, 11 OsBRI1-associated mutants (*d61-1* to *d61-10* and *Fn189*) have been reported, among which the *Fn189*, *d61-1*, *d61-4*, and *d61-10* mutants harbor mutations in the kinase domain of OsBRI1 (Yamamuro et al., 2000; Nakamura et al., 2006; Zhao et al., 2013). In the present study, we identified a new allele of *OsBRI1*, *hfr131*, in which a new mutation site, T988I, in the kinase domain of OsBRI1 was detected, causing significant reductions in plant height and grain length. We compared the protein sequences of the BR receptor and its homologous genes in *Arabidopsis thaliana*, rice, tomato, pea, and barley, and determined that the mutation site is located in a highly conserved region (**Figure 4C**), indicating that the site is critical for the function of the OsBRI1 kinase domain and therefore for the function of the gene. Serine/threonine and tyrosine residues are the common phosphorylation sites in BRI1 and BAK1 (Wang et al., 2012). However, T988 in the kinase domain of OsBRI1 was changed to I, an amino acid that cannot be phosphorylated, in NIL-*hfr131*, indicating that this change may affect the phosphorylation of OsBAK1 to OsBRI1, thus hindering transduction of the BR signal.

The plant height of rice mainly depends on the elongation of internodes. Dwarf mutants can be categorized into six types according to the elongation pattern of the upper four or five internodes, namely N-type (wild type), dn-type, dm-type, d6-type, nl-type, and sh-type (Yamamuro et al., 2000). Mutants defective in BR synthesis or signaling are often of the dm-type or d6-type. The *d2*, *d11*, and *d61-1* mutants exhibit the dm-type internode elongation pattern (**Supplementary Table 2**), showing a specific shortening of the second internode. The *brd2*, *d61-2*, and *Fn189* mutants show the d6-type internode elongation pattern (**Supplementary Table 2**), in which all the internodes are extremely shortened except for the first internode. However, brd1 failed to elongate any internodes (**Supplementary Table 2**). The T988I conversion in the kinase domain of *OsBRI1*/*HFR131* caused reduction in plant height with equally proportional shortening of all internodes (**Figure 1G**), which represented the dn-type internode elongation pattern and had not been reported previously in BR synthesis- or *OsBRI1*-defective mutants (**Supplementary Table 2**).

### *hfr131* confers the dn-type internode elongation pattern by coordinating different hormones

The formation of different internode elongation patterns may be associated with differences in the main regulatory hormones at different internodes. GA is considered to play an important role in the elongation of the first internode in rice. The first internode of the GA synthesis-defective *d35* mutant is shortened to a significantly greater degree than the other internodes (Itoh et al., 2004). *HOX12* and *EUI* influence elongation of the first internode by regulating the contents of active GAs (Luo et al., 2006; Zhu et al., 2006; Gao et al., 2016). All phenotypic effects of BR result from BR synthesis and perception. BR-synthesis and *OsBRI1*-related mutants will assist in providing an improved understanding of the role of BR in rice internode regulation. All BR-synthesis and *OsBRI1*-related mutants reported to date show severe shortening or non-elongation of the second internode, with dm- or d6-type elongation patterns (**Supplementary Table 2**), indicating that elongation of the second internode may be mainly determined by BR. For the lower internodes, auxin may be the primary functional hormone. Loss-of-function of BR2, which functions in indole-3-acetic acid export (Knöller et al., 2010), disrupts polar auxin transport in the maize stalk, resulting in a reduced plant height with compact lower-stalk internodes (Multani et al., 2003). These findings confirmed that the distribution of auxin plays a crucial role in regulating the lower internodes. In the present study, NIL-*hfr131*, harboring a new allele of *OsBRI1*, *hfr131*, showed a dn-type internode elongation pattern rather than the d6- or dm-type, indicating that this allele can coordinate different hormones. It was further confirmed by transcriptome analysis that *OsGA2ox10*, which participates in the GA catabolic pathways (Lo et al., 2008), was significantly up-regulated and that *OsPIN1d*, *OsPIN8*, and *OsAUX2*, which are auxin transporters (Wang et al., 2009; Yu et al., 2015), were significantly down-regulated (**Supplementary Table 1**), implying that there may be coordination between different hormones.

We noticed that the location of *HFR131*/*OsBRI1* was closed to the famous “Green Revolution” gene *SD1* (Monna et al., 2002; Sasaki et al., 2002; Su et al., 2021), both of which were located on the long arm of chromosome 1, and the distance of them was nearly 8500 kb (**Supplementary Figure 1**). Either *SD1*-mutant or NIL-*hfr131* showed a semi-dwarf plant height, but the expression pattern of them were different. *SD1* was widely expressed in different organs especially in leaf blades (Monna et al., 2002; Sasaki et al., 2002; Su et al., 2021), however, *OsBRI1* was strongly expressed in shoot apex but hardly in leaf blades (Yamamuro et al., 2000), indicating that they regulated plant height through different pathway, also implying that *hfr131* may be another useful dwarfing gene resource after *sd1*.

### *OsARF17*-*HFR131* links brassinosteroid and auxin signaling during regulation of plant height and grain length

Auxin and BR coordinate to regulate many aspects of plant growth and development, such as root and bud development (Mazzoni-Putman et al., 2021), and several studies have shown that there is crosstalk between BR and auxin; for example, exogenous auxin improves the sensitivity of rice to BR (Fujioka et al., 1998), and BR affects the transport of auxin (Symons et al., 2007). With extension of the research scope, ARF family proteins were found to be important factors communicating between the BR and auxin signaling pathways. In *Arabidopsis thaliana*, *ARF2*, *ARF7*, and *ARF19* are involved in BR and auxin communication through different mechanisms (Vert et al., 2008; Sun et al., 2010; Cho et al., 2014). In rice, OsARF11 and OsARF19 can bind to the *OsBRI1* promoter and promote the expression of *OsBRI1*, thus enhancing the rice response to BR and regulating leaf angle (Sakamoto et al., 2013; Zhang et al., 2015). However, how the BR and auxin communication affects plant height and grain size in rice is poorly understood. In the present study, we confirmed that OsARF17 may be involved in the response to BR through *HFR131*. OsARF17 can bind to the promoter region of *HFR131* and positively regulate the expression of *HFR131* (**Figures 5I–K**). *OsARF17* knockout lines showed decreased sensitivity to BR (**Figures 5L–N**). *OsARF17* and *HFR131* defective and overexpression lines showed a similar phenotype. Both *OsARF17* knockout lines and NIL-*hfr131* showed a reduced plant height and grain length, whereas both overexpression lines of *OsARF17* and *HFR131* exhibited an increased grain length, indicating that BR and auxin regulate plant height and grain length synergistically through *OsARF17*–*HFR131* interaction. In addition, *HFR131^Hap6^/OsARF17^Hap1^* in combination conferred a longer grain length than both *HFR131^Hap6^* and *OsARF17^Hap1^* individually. This may be the result of efficient coordination of the BR and auxin signaling pathways between the two haplotypes, and highlights the importance of breaking through the limitation of traditional single-gene breeding to increase rice yield.

In summary, this study identified a new allele of *OsBRI1*, *hfr131*, which caused a significant decrease in plant height and grain length of rice. It was further found that *OsARF17* could regulate the plant height and grain length of rice, and affect the sensitivity of rice to BR, by regulating the expression of *HFR131*. In addition, the *OsAFR17^Hap1^*/*HFR131^Hap6^* consociation was confirmed to contribute to longer grain length. These findings are of great importance for improvement of rice yield by molecular breeding in the future.

## Data availability statement

The data presented in the study are deposited in the GEO repository, accession number GSE224118.

## Author contributions

XL, YW, DL, and LC contributed to conception and design of the study. DL, LC, ML, FM, and PY performed the experiments. DL, LC, XZ, JH, FN, SH, JC, XY, and JY analyzed and interpreted the data. DL, LC, and ML wrote the manuscript and XL and YW revised the manuscript. All authors contributed to the article and approved the submitted version.

# Supplementary material for: The identification and characterization of a plant height and grain length related gene hfr131 in rice
**Source:** Front Plant Sci. 2023 Mar 24;14:1152196. doi: 10.3389/fpls.2023.1152196
**Supplement:** Supplementary file 1

Supplementary Material

The identification and characterization of a plant height and grain length related gene *hfr131* in rice

**Dengyong Lan†, Liming Cao†, Mingyu Liu, Fuying Ma, Peiwen Yan, Xinwei Zhang, Jian Hu, Fuan Niu, Shicong He, Jinhao Cui, Xinyu Yuan, Jinshui Yang, Ying Wang*, Xiaojin Luo***

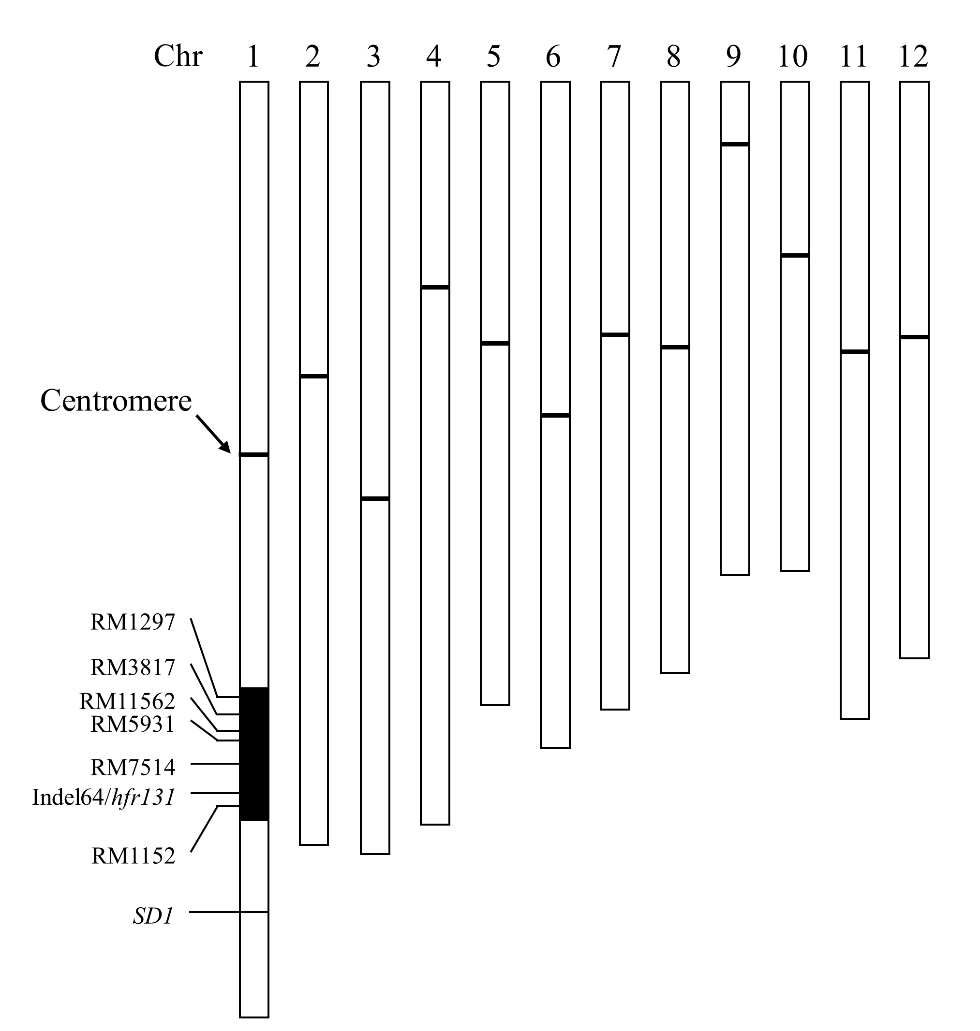

**Supplementary Figure 1.** Schematic diagram of the chromosomes of the near-isogenic line NIL-*hfr131*.

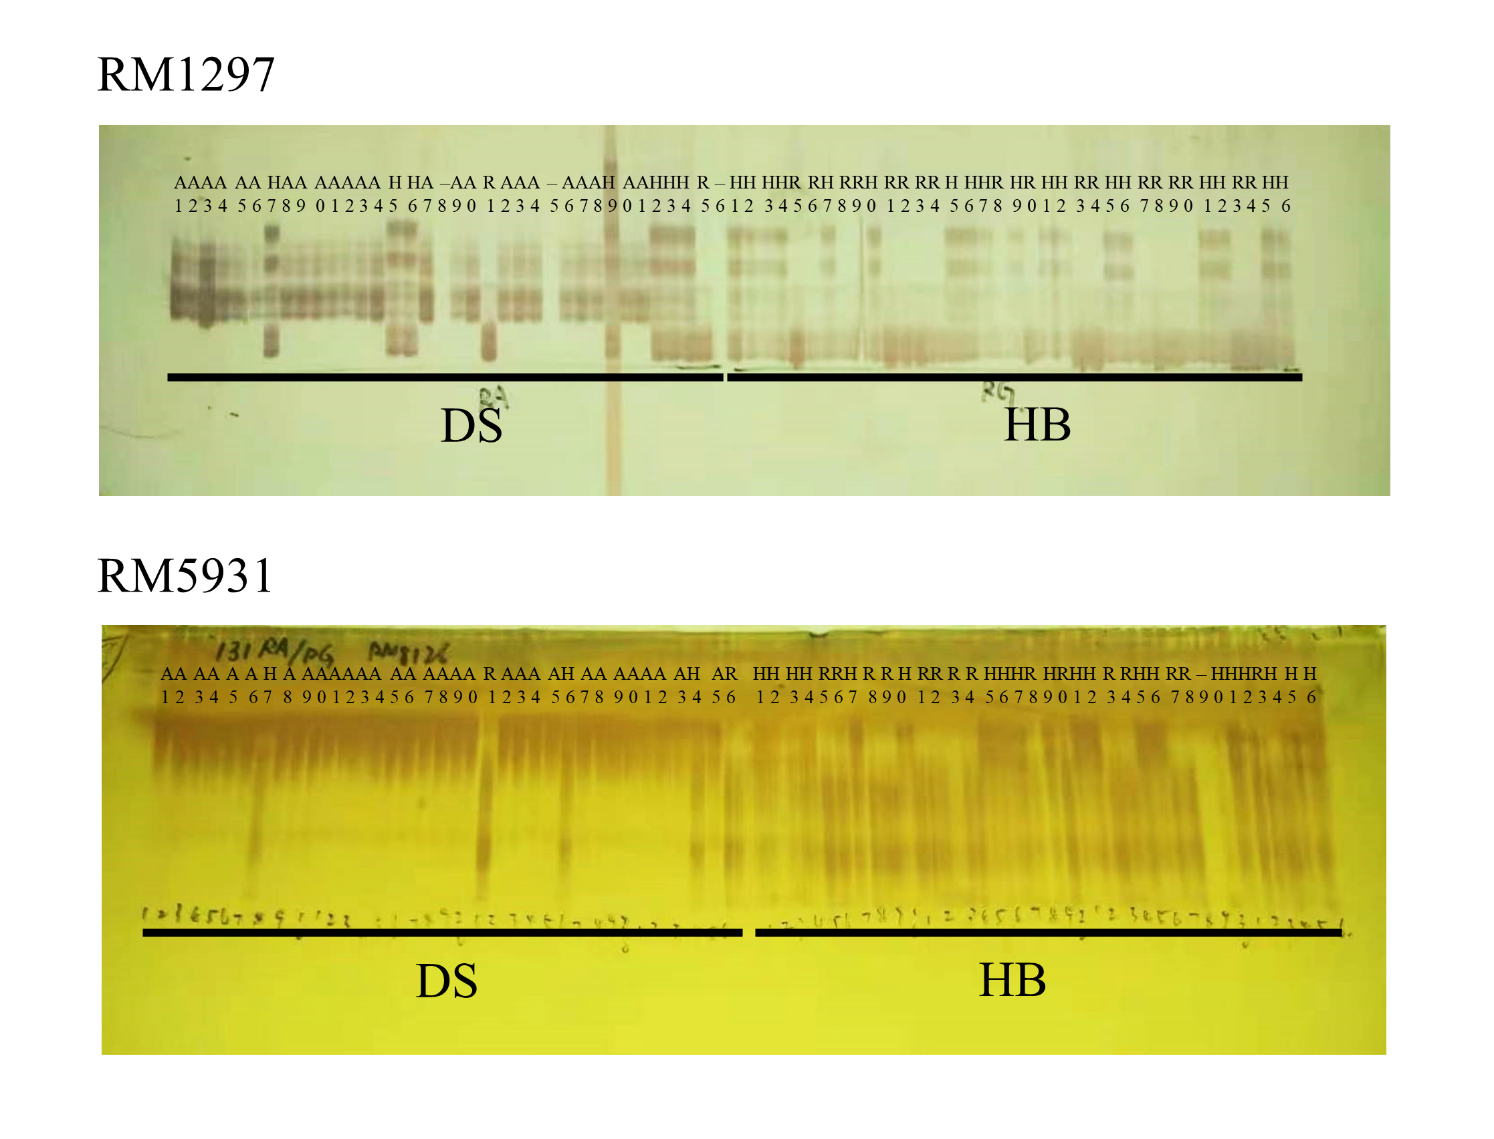

**Supplementary Figure 2.** Electrophoretogram of the markers RM1297 and RM5931. “A” represents the banding pattern of *Oryza longistaminata*, “R” represents the banding pattern of ‘187R’, “H” represents the banding pattern of heterozygote.

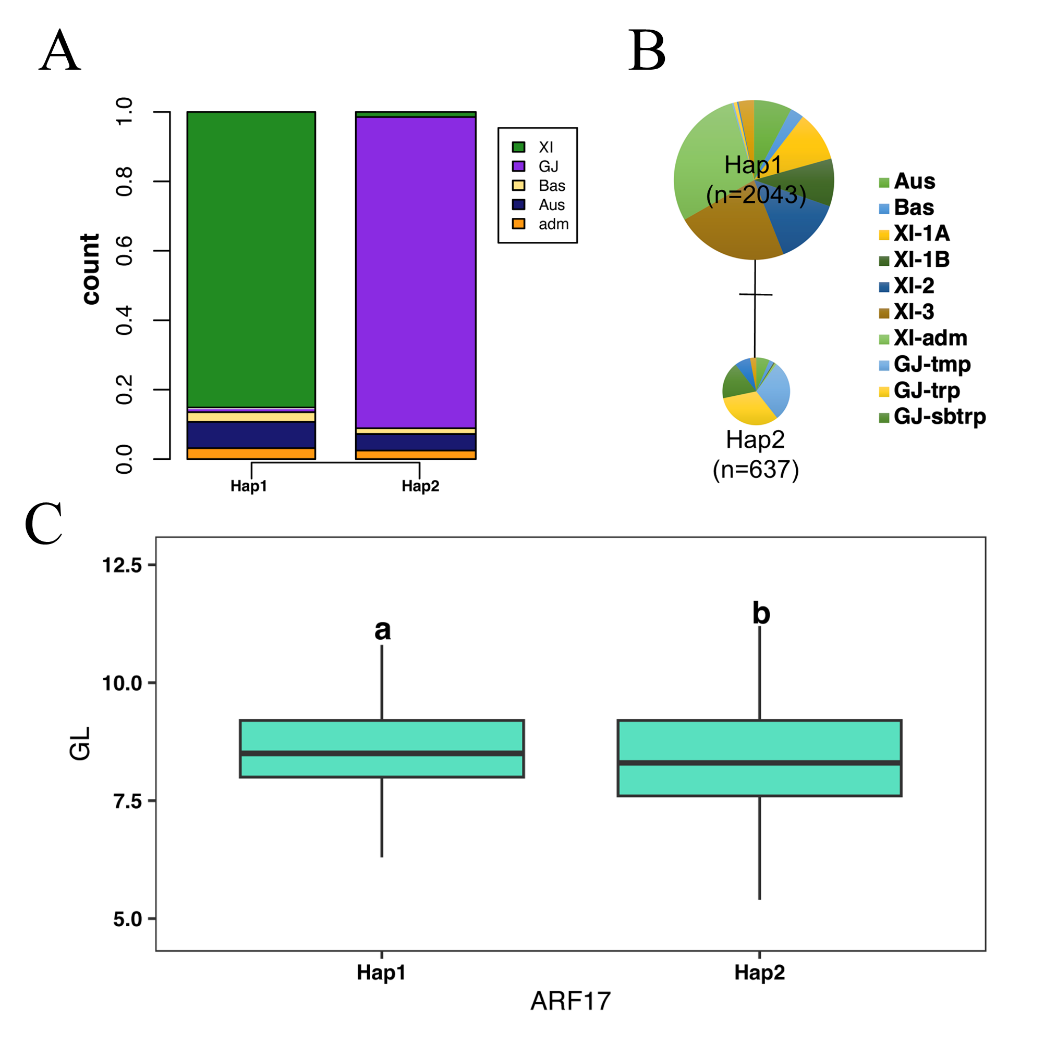

**Supplementary Figure 3.** **(A)** Frequency of different haplotypes of *OsARF17* among the subgroups of rice. **(B)** Evolutionary network of different haplotypes of *OsARF17*. **(C)** Distribution of grain length (GL) among different haplotypes of *OsARF17*. Different letters on the boxplots indicate statistically significant differences at *P* < 0.05 based on Duncan’s multiple range test.

**Supplementary Table 1. Genes associated with *HFR131* function identified in the transcriptome data***

| Name | Gene id | MeanTPM (B) | MeanTPM (A) | log2FoldChange | pValue | qValue | result |
| --- | --- | --- | --- | --- | --- | --- | --- |
| *D2* | LOC_Os01g10040 | 19.11489 | 13.68309 | 0.482302 | 0.01501 | 0.342426 | up |
| *D11* | LOC_Os04g39430 | 44.10432 | 20.96671 | 1.072819 | 3.32E-12 | 1.94E-09 | up |
| *BRD1* | LOC_Os03g40540 | 43.94496 | 28.14821 | 0.642655 | 0.002685 | 0.122263 | up |
| *GS2* | LOC_Os02g47280 | 14.62136 | 20.49443 | -0.487155 | 0.024509 | 0.417041 | down |
| *OsLG3* | LOC_Os03g08470 | 17.91541 | 25.51796 | -0.510312 | 0.000509 | 0.03975 | down |
| *OML4* | LOC_Os02g31290 | 131.3525 | 73.46369 | 0.83834 | 0.047075 | 0.526662 | up |
| *OsREM4.1* | LOC_Os07g38170 | 47.95114 | 33.90867 | 0.499911 | 0.014606 | 0.339235 | up |
| *OsAP2-39* | LOC_Os04g52090 | 162.9664 | 101.116 | 0.688563 | 2.20E-06 | 0.000455 | up |
| *OsCYP96B4* | LOC_Os03g04680 | 10.03463967 | 6.635959333 | 0.596611862 | 0.007519023 | 0.237643973 | up |
| *LHD2* | LOC_Os01g68000 | 0.0001 | 0.069779 | -9.446649 | 0.021396 | 1 | down |
| *OsGA2ox10* | LOC_Os05g11810 | 1.716454 | 0.987436 | 0.797671 | 0.008957 | 0.265521 | up |
| *OsPIN1d* | LOC_Os12g04000 | 2.071688 | 3.022951 | -0.545151 | 0.019344 | 0.379614 | down |
| *OsPIN8* | LOC_Os01g51780 | 4.519382 | 6.60273 | -0.546937 | 0.014745 | 0.339386 | down |
| *OsAUX2* | LOC_Os03g14080 | 9.359471 | 13.99098 | -0.579998 | 0.003421 | 0.145271 | down |

* The transcriptome datasets were available from the GEO database as accession nos. GSE224118.

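Supplementary Table 1 gives, for each of 14 genes, the mean TPM of NIL-*hfr131* (B) and of the recipient parent (A), the log2 of their ratio, a *P* value, a q value and the direction. A q value is a *P* value corrected for the number of genes tested. Recomputed from the deposited values over all 3 libraries of each line, 27 of the 28 means equalled the printed ones. The exception is *LHD2* in NIL-*hfr131*, where the paper's printed mean is 0.0001 and all 3 libraries were listed at 0. The paper's log2 fold change of -9.45 for this gene is the log2 ratio of its printed means. In the paper's table all 14 *P* values are under 0.05, and 3 q values, those of *D11*, *OsLG3* and *OsAP2-39*, are under 0.05.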

**Supplementary Table 2. Internode elongation pattern of** **brassinosteroid synthesis- and *OsBRI1*-related mutants**

| Mutants | | Pattern* | | References |
| --- | --- | --- | --- | --- |
| BR synthesis | *d2* | dm-type | (Hong et al., 2003) | |
|  | *d11* | dm-type | (Tanabe et al., 2005) | |
|  | *brd1* | None of the internodes were elongated | (Hong et al., 2002) | |
|  | *brd2* | d6-type | (Hong et al., 2005) | |
| *OsBRI1* | *d61-1* | dm-type | (Yamamuro et al., 2000) | |
|  | *d61-2* | d6-type | (Yamamuro et al., 2000) | |
|  | *Fn189* | d6-type | (Zhao et al., 2013) | |
|  | *hfr131* | dn-type | In this study | |

* The pattern is based on the information and description of internodes in the corresponding reference

**Supplementary Table 3. Primers used in this study**

| Name | Forward（5’-3’） | Reverse（5’-3’） | Product size | Purpose |
| --- | --- | --- | --- | --- |
| RM1297 | GTGCCTTACAACTCAACGAC | CACTCCCAGTTCAGTACGTC | 169 bp | For fine mapping |
| RM3817 | AAGGAAGGGGAAGCTGAGAG | CGGACTCGAGAAAAAAGCAG | 207 bp |  |
| RM11562 | TGCACTGACCTAGTTCGATATTGC | CATTCGAGAGATGCAACAACACC | 183 bp |  |
| RM5931 | CTCTCCTGCCTGACAAAAGC | GTTTTAGCGGATGTGGCATC | 193 bp |  |
| RM1152 | GCCTTTGTCCTTCAGTAGGC | AGAGCGCCTGGGTATAATTG | 183 bp |  |
| RM7514 | AACACTCGCGAGTCGCAAC | GTGTATAGGGGGATGGGGAG | 173 bp |  |
| Indel 64 | ACAAGGAATCCATGTACGAGC | GGATTTAACCTCGCCGTAAGC | 798 bp/365 bp |  |
| ProHFR131 | CTGAACTCCTCGAGCAGCTG | CATGAATTAGCAGCTGCGTACG | 3705 bp/3067 bp | For Dual-luciferase reporter assay |
| pGreen-HFR131 | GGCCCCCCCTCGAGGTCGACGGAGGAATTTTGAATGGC | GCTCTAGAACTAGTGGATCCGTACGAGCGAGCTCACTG | 3540 bp/3107 bp |  |
| ARF17KO | CTTGGTCTTCTGACCAACTGC | ATGCGTACTTGTGTCACTTGC | 739 bp/733 bp/697 bp | For detecting the knock-out mutants of *OsARF17* |
| ARF17OE | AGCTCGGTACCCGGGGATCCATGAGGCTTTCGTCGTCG | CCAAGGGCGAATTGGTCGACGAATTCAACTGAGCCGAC | 2794 bp | For constructing overexpression lines |
| BRI1OE | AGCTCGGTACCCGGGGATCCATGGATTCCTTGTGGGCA | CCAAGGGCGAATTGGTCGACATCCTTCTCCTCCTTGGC | 3406 bp |  |
| Actin | CATTGGTGCTGAGCGTTTCC | TCCTTGCTCATCCTGTCAGC | 201 bp | For qPCR and Chip-qPCR |
| UBQ5 | ACCACTTCGACCGCCACTACT | ACGCCTAAGCCTGCTGGTT | 69 bp | For qPCR |
| qHFR131 | ATAATCAGCTGGACTCGGCG | TCTCCGACAAGGAAAGTGCC | 201 bp |  |
| qARF17 | ATGAGGCTTTCGTCGTCGTC | AGCTACCTGTTCGCTGTGAC | 183 bp |  |
| pAbAi-A1 | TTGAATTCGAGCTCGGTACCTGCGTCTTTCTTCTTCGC | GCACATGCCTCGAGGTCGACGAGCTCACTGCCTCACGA | 190 bp | For yeast one-hybrid assay |
| pAbAi-A2 | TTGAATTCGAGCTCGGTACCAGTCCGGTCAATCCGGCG | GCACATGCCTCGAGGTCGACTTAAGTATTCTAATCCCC | 190 bp |  |
| pAbAi-A3 | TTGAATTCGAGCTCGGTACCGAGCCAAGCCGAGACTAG | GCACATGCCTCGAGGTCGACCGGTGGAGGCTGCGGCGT | 190 bp |  |
| pAbAi-A4 | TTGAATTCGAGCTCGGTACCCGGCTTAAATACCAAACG | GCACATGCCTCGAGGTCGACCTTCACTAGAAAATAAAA | 190 bp |  |
| pAbAi-A5 | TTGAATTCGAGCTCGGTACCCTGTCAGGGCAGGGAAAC | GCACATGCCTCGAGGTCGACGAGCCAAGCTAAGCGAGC | 190 bp |  |
| pAbAi-A6 | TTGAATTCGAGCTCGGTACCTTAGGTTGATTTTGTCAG | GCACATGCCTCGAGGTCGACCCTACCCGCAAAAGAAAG | 340 bp |  |
| pAbAi-A7 | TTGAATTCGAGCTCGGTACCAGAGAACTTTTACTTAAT | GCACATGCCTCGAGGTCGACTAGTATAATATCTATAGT | 190 bp |  |
| pAbAi-A8 | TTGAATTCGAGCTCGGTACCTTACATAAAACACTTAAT | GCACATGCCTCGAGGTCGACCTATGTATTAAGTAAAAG | 190 bp |  |
| Y1-test | AGAACGAAGGAAGGAGCACAG | GGTTCTGGCGAGGTATTGGAT | 1100 bp |  |
| pAbAi | CCTTCTGTTCGGAGATTACCG | AGATGTAATGCACCCAGTCGC | Depend on the fragment inserted |  |
| AD-ARF17 | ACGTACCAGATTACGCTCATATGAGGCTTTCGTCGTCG | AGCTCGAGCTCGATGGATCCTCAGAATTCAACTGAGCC | 2794 bp |  |
| ChIP-A5 | GATCAGGCGATCACTGCACC | CTAAGCGAGCTCGAGCCAAG | 99 bp | For ChIP-qPCR |
| ChIP-A6 | CTGTCTCAGGTCATACCAAGGAAG | CAGGCATGAGATCGTCACACG | 215 bp |  |
| ChIP-A7 | CGGTTGCCGGTAAGCAATACC | GCAGTCCAATGCTGCACTGG | 229 bp |  |

How the deposited data were processed for this re-analysis (not part of the article)

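Messenger RNA of young panicles before heading was measured in 3 libraries of the recipient parent and 3 libraries of NIL-*hfr131*, and the libraries were grouped by the line and replicate number in their labels. The authors made sequencing libraries, had them sequenced on an MGISEQ-2000 platform, assigned the reads to genes, and deposited TPM values for 42189 genes. The paper's text does not name the aligner, the genome build, the annotation, the read filters, the test for DEGs or its threshold. The methods name FPKM, and the deposited values were used as TPM because each library summed to 1000000. TPM keeps no sequencing depth, so the depth per library is unknown and no interval for counting error was computed; the spread between replicates is the measure of error. Of the columns of the deposited values, all 6 were used.

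From these values, genes with a mean TPM of at least 1 were kept (21531 genes), log2(TPM + 1) was computed, and the lines were compared with limma 3.58.1 in R 4.3.3, with a linear model with the line as its term and moderated variances whose prior followed the mean level (trend = TRUE). *P* values were two-sided and were adjusted by the Benjamini-Hochberg method over all tested genes, with a threshold of 0.05. Figures and summaries were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. A Fisher's exact test compared the share of DEGs among genes whose locus number is within 5000 of *OsBRI1* on chromosome 1 with the share among the other tested genes, since locus numbers rise along each chromosome. DEGs were also counted in 258 bins of 2500 locus numbers. Genes listed at 0 in every library of 1 line and at a TPM of at least 1 in every library of the other were counted.

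The test was first tried on simulated data, made for the 21531 genes from their means and their spread between replicates, with 200 genes changed. Of 100 genes changed by 1 on the log2 scale, 31 were called, and of 100 genes changed by 2, 80 were called, all in the right direction. Among the 21331 unchanged genes, 6 were called. The simulated values had the same spread in all 6 libraries and no deviation shared between genes. NIL-*hfr131* replicate 3 differs from this, so these shares need not hold for the real libraries.

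The named genes are those whose identifiers the paper gives, and the 2 largest rises and 2 largest falls among DEGs whose libraries of 1 line all lie on 1 side of those of the other. This rule, the tests and the alternatives were set before the data were examined, apart from those marked as chosen later. The alternatives were a pseudocount of 0.1, no filter, a minimum mean TPM of 5, median-of-ratios factors, quantile normalization, a constant prior, array weights, the replicate number as a block, each library left out in turn, a minimum absolute log2 fold change of 1, and windows of 2500 and 10000 locus numbers. Gene names were taken from the paper and its supplement, since 0 of the 42189 identifiers matched the RefSeq gene table of rice, and no genome positions are given. Genes with near-identical copies could have shared reads in the authors' processing, and this was not analysed here.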

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

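The test of lost reads in the window around *OsBRI1* and the division of the window at *OsBRI1* were chosen after the result was seen. The windows and the splits of the libraries were set before.

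DEGs were more frequent in a window around *OsBRI1* than elsewhere, in genes the paper does not discuss. Among tested genes whose locus number is within 5000 of *OsBRI1*, 8 of 563 (1.42%) were DEGs, compared with 58 of 20946 (0.277%) elsewhere, an odds ratio of 5.19 with a 95% confidence interval of 2.13 to 11.0 (two-sided Fisher's exact test, p = 0.000317). Neighbouring genes are not independent, so the test describes these libraries. The excess was not centred on *OsBRI1*. In the part of the window with locus numbers up to that of *OsBRI1*, 7 of 265 genes were DEGs and 44 passed unadjusted, and in the part above it 1 of 298 was a DEG and 22 passed unadjusted. Of all 258 bins along the chromosomes, the one with the lowest *P* was from 42500 to 45000 on chromosome 1, outside the window (4 of 100 genes; adjusted p = 0.0709, binomial test), and without NIL-*hfr131* replicate 3 it was from 47500 to 50000, inside it (10 of 133; adjusted p = 0.0429). With windows of 2500 and 10000 the odds ratios were 5.20 and 4.98, with all of chromosome 1, a window chosen after seeing the data, 3.40, and at an unadjusted *P* under 0.05 1.48. Leaving out each library in turn gave odds ratios of 2.31 to 4.51, and the result passed a *P* of 0.05 only without NIL-*hfr131* replicate 1 and without NIL-*hfr131* replicate 3. In those fits 3 of 560 and 22 of 558 genes of the window were DEGs, with odds ratios of 4.51 and 2.31. Each of the other fits had 1 DEG in the window, so its odds ratio rests on 1 gene. Of the 10 splits of the 6 libraries, 1, the real one, gave an odds ratio as high, but 8 of the other 9 had no DEG and so no odds ratio, and the remaining 1 had a single DEG outside the window, so this comparison decides nothing. Normalization is argued against by the odds ratios of 4.70 with median-of-ratios factors and 5.06 with quantile normalization. Loss of reads from wild-rice alleles in the authors' alignment, as the whole cause, would lower nearly all DEGs of the window in NIL-*hfr131*, and 5 of the 8 were higher. Of 22 DEGs of the window without NIL-*hfr131* replicate 3, 13 were higher. Poorer alignment of reads from the recipient parent in part of the window, and effects of the wild-rice alleles of these genes themselves, stay open and may both contribute. GC content and gene length were not tested.

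There were 5 genes listed at 0 in every library of the recipient parent and at 1 TPM or more in every NIL-*hfr131* library, and 2 genes with the opposite pattern. Of these 7 genes, 4 lie on chromosome 1 and 2 lie in the window around *OsBRI1*, which is an odds ratio of 14.9 (two-sided Fisher's exact test, p = 0.0132) from few genes. When each library was left out in turn, 7 to 10 genes met the rule, with 9 without recipient parent replicate 3 and 10 without NIL-*hfr131* replicate 1. A value of 0 in TPM can be a failed estimate. A gene that is absent from 1 parent, an allele whose reads were not assigned, and a lack of expression stay open and were not tested, since no genome of either parent was used.

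LOC_Os10g05720 and LOC_Os01g43430, which the paper does not discuss, had log2 fold changes of 4.96 and 4.46, far above their level in the recipient parent. Under median-of-ratios factors they were 4.92 and 4.45 and under quantile normalization 4.93 and 4.44, which argues against the scaling of the libraries as the cause. When each library was left out in turn, LOC_Os10g05720 ranged from 4.80 to 5.13 and LOC_Os01g43430 from 4.25 to 4.76, so no 1 library set either rise. With a pseudocount of 0.1 they were 5.15 and 7.23, so the size of the rise of LOC_Os01g43430, which is near 0 in the recipient parent, is not fixed by these values. Reads from a near-identical copy, an allele of the wild-rice parent and a response to *hfr131* stay open and were not tested.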

How the results depend on the processing

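The alternatives for the scan along the chromosomes, for the genes listed at 0, and the window of all of chromosome 1 were chosen after seeing the data.

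The number of DEGs stayed within 1.5 times of 66 with a pseudocount of 0.1 (68), no filter (70), a minimum mean TPM of 5 (46), median-of-ratios factors (63), quantile normalization (59), a constant prior (67) and a minimum absolute log2 fold change of 1 (62). It was 6940 with array weights, whose estimation did not converge and gave weights of 28.7 and 0.062 for NIL-*hfr131* replicates 2 and 3, and the cause was not tested. It ranged from 13 to 384 across the 6 fits that each left out 1 library, with the highest count without NIL-*hfr131* replicate 3 and 13 to 28 without any other library. The count at an unadjusted *P* under 0.05 was 9428 with array weights and 149 with a minimum absolute log2 fold change of 1, which removes genes by construction, and it ranged from 899 to 3144 with 1 library left out, again highest without NIL-*hfr131* replicate 3.

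With the replicate number as a block in a paired fit, 16 genes were DEGs and 1300 passed unadjusted, the odds ratio near *OsBRI1* was 2.48, and 1 bin of the chromosome scan passed. The deviations of libraries with the same replicate number had correlations of -0.21, 0.060 and 0.090 across genes, so the numbers do not pair the libraries.

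The odds ratio near *OsBRI1* no longer passed with a minimum mean TPM of 5 (2.65) or with the replicate number as a block (2.48). It ranged from 2.31 to 4.51 with 1 library left out. It passed without NIL-*hfr131* replicate 1 and without NIL-*hfr131* replicate 3 and not in the other 4 of these fits, each with 1 DEG in the window. With array weights it was 1.30. The cause was not tested.

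Of the genes of Supplementary Table 1, 0 had an adjusted *P* under 0.05, and 12 passed unadjusted. There was 1 with no filter, 1 with median-of-ratios factors and 1 with quantile normalization, 13 with array weights, 12 when adjusted over the list alone, and 0 to 3 with 1 library left out, where the 3 came without NIL-*hfr131* replicate 3. In the scan, 0 of 258 bins passed, 2 passed with no filter, 1 with a minimum mean TPM of 5, 1 with quantile normalization, and 0 to 1 with 1 library left out. The cause was not tested.

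The 19 named genes kept their direction in all 264 alternative fits, but not all kept their size. With a pseudocount of 0.1, LOC_Os01g43430 moved from 4.46 to 7.23, LOC_Os01g44100 from -5.54 to -8.83 and LOC_Os01g15520 from -5.29 to -7.99, since each is at or near 0 in 1 line. Other named genes moved as well. With the same pseudocount, *OsGA2ox10* went from 0.45 to 0.76. Without NIL-*hfr131* replicate 3, *OML4* went from 0.63 to 0.12, *OsARF17* from 0.65 to 0.12 and *OsBRI1* from 0.40 to 0.15. In 245 of the 264 fits the named genes also kept their side of the threshold, and in 19 they newly passed it, 13 of them with array weights. The genes listed at 0 numbered 7 to 10 with 1 library left out. The marker interval between RM1297 and RM1152 was not run, since no genome was used. The unknown depth of TPM values keeps the counting error of weakly expressed genes such as *LHD2* out of every result.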

Differences from the paper's values

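The paper reports 2444 DEGs, and 66 genes had an adjusted *P* under 0.05. All 14 genes that the paper lists from its DEGs have a *P* under 0.05, but only 3 have a q value under 0.05. The paper's DEGs were therefore not limited to q values under 0.05, and these counts are not at the same threshold. None of the alternatives set before the data were examined brought the adjusted count within 1.5 times of the paper's value, and the nearest above and below were 6940 with array weights, whose estimation did not converge, and 384 without NIL-*hfr131* replicate 3. At an unadjusted *P* under 0.05 the count was 1799, which is within 1.5 times of the paper's 2444, and it was 2473 with no filter, 1810 with a pseudocount of 0.1, 1715 with median-of-ratios factors, 1749 with quantile normalization, 1815 with a constant prior, 2670 without NIL-*hfr131* replicate 1 and 3144 without NIL-*hfr131* replicate 3. The unadjusted count was outside that range with a minimum mean TPM of 5 (1320), array weights (9428), the replicate block (1300), a minimum absolute log2 fold change of 1 (149), and without any 1 replicate of the recipient parent or without NIL-*hfr131* replicate 2 (899 to 1299).

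In the paper's Supplementary Table 1, 3 genes have a q value under 0.05, and 0 had an adjusted *P* under 0.05. The count was 3 without NIL-*hfr131* replicate 3, and the genes were the paper's, *D11*, *OsLG3* and *OsAP2-39*. The count was 1 with median-of-ratios factors and with quantile normalization (*D11*), 1 with no filter (*OsAP2-39*) and 13 with array weights (all tested genes), and the other alternatives over all genes gave 0.

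For *LHD2* in NIL-*hfr131*, the paper's mean is 0.0001 TPM and the mean was 0 TPM. All 3 libraries are listed at 0, so no library left out and no scaling factor can change this mean. The paper's log2 fold change of -9.45 is on the scale of its printed means.

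The paper marks *OML4* as significantly higher in NIL-*hfr131*. Its log2 fold change was 0.63, which did not pass an unadjusted *P* of 0.05. It passed at an unadjusted *P* without NIL-*hfr131* replicate 1, and it passed at an adjusted *P* of 0.0339 with array weights, which did not converge. The paper marks *LHD2* as significantly lower, and it was not tested in the main fit. With no filter its log2 fold change was -0.097, and it passed at an unadjusted *P* of 0.0488 and had an adjusted *P* of 0.614. The paper describes every gene of Supplementary Table 1 as significantly changed.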

Other observations

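The tests of a mislabelled library, of a mixture, of uniform background and of *OML4* without 1 library were chosen after the results were seen.

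The distance of NIL-*hfr131* replicate 3 from the other libraries was weighed against technical explanations. After quantile normalization, which gives all libraries 1 distribution, 2523 genes of this library still differed by more than 1 on the log2 scale from the mean of the others, compared with at most 157 in any other library, which argues against the scaling of the library. Low depth would leave abundant genes in place, and among the 1952 genes with a mean TPM of at least 100, 116 differed in this library and at most 15 in any other. Uniform background such as genomic DNA would give most silent genes a value, and 3.43% of the 12085 genes at 0 in all other libraries were above 0 in this one. That argues against background over most genes, but the share was 1.35% to 2.74% in the other libraries. Of the 2899 genes that differed in this library, 2497 were higher. Its 100 most abundant genes held 15.1% of its TPM, against 18.5% to 19.3% in the others. Weaker or partial background therefore stays open. Of 24 genes that separate the other NIL-*hfr131* libraries from the recipient parent by at least 2 on the log2 scale, 22 (91.7%) were on the NIL-*hfr131* side, and of all 384 genes with an adjusted *P* under 0.05 without this library, 281 (73.2%) were on that side, which argues against a library of the recipient parent under the wrong label. A mixture with RNA of the recipient parent would lie between its parts, and 2095 genes were above 2 times the highest of the other 5 libraries, compared with at most 15 in any other. Another developmental stage or tissue composition of the panicles, a difference in library preparation, and RNA degradation were not tested and may each be the source.

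In NIL-*hfr131*, *OML4* was far above the recipient parent only in replicate 3, at 234 TPM, with 71.9 and 88.5 TPM in replicates 1 and 2. Without replicate 3 its log2 fold change was 0.12 with a standard error of 0.11, which restates these values and is not a separate test. *OsARF17* (LOC_Os06g46410), whose level in these lines the paper does not report, had the same pattern, at 57.0, 36.7 and 46.1 TPM in the recipient parent and 47.6, 52.2 and 152 TPM in NIL-*hfr131*. Its log2 fold change was 0.65 with all libraries and 0.12 without NIL-*hfr131* replicate 3.

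The paper's result for *HFR131* in Figure 4A concerns stem and leaf, measured by qPCR, and the values here are from young panicles. *OsBRI1* was higher in every NIL-*hfr131* library than in every library of the recipient parent, with 85.9 ± 27.3 TPM against 63.0 ± 4.02 TPM (SD, n = 3), and the smallest *P* value an exact permutation test allows here is 0.1.

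The 6 libraries can be split into groups of 3 in 10 ways. Of these, 1, the real split, gave as many genes with an adjusted *P* under 0.05, and 1, again the real split, gave as many with an unadjusted *P* under 0.05. The other splits gave at most 1 gene at the adjusted threshold and at most 1329 at the unadjusted one. With 10 splits the share cannot be under 0.1, so the number of splits alone decides neither result. Each of the other 9 splits puts both lines in the same group, so a difference between the lines widens the spread within groups and lowers the count. The lowest of them gave 103 genes at the unadjusted threshold, under the 1077 that chance gives. Their counts are therefore no measure of chance, and this comparison does not decide whether chance gave the 66 genes. The unadjusted count was 1799, where chance gives 1077, and 3144 without NIL-*hfr131* replicate 3, where chance gives 1064. Since another split reached 1329, these values do not fix how many genes differ between the lines.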
